# Transcriptome profiling of bovine inner cell mass and trophectoderm derived from in vivo generated blastocysts

**DOI:** 10.1186/s12861-015-0096-3

**Published:** 2015-12-18

**Authors:** S. M. Hosseini, I. Dufort, J. Caballero, F. Moulavi, H. R. Ghanaei, M. A. Sirard

**Keywords:** Bovine, In vivo blastocyst, Inner cell mass, Trophectoderm, Transcriptome

## Abstract

**Background:**

This study describes the generation and analysis of the transcriptional profile of bovine inner cell mass (ICM) and trophectoderm (TE), obtained from in vivo developed embryos by using a bovine-embryo specific array (EmbryoGENE) containing 37,238 probes.

**Results:**

A total of 4,689 probes were differentially expressed between ICM and TE, among these, 2,380 and 2,309 probes were upregulated in ICM and TE tissues, respectively (*P* ≤ 0.01, FC ≥ 2.0, FDR: 2.0). Ontological classification of the genes predominantly expressed in ICM emerged a range of functional categories with a preponderance of genes involved in basal and developmental signaling pathways including P53, TGFβ, IL8, mTOR, integrin, ILK, and ELF2 signalings. Cross-referencing of microarray data with two available in vitro studies indicated a marked reduction in ICM vs. TE transcriptional difference following in vitro culture of bovine embryos. Moreover, a great majority of genes that were found to be misregulated following in vitro culture of bovine embryos were known genes involved in epigenetic regulation of pluripotency and cell differentiation including DNMT1, GADD45, CARM1, ELF5 HDAC8, CCNB1, KDM6A, PRDM9, CDX2, ARID3A, IL6, GADD45A, FGFR2, PPP2R2B, and SMARCA2. Cross-species referencing of microarray data revealed substantial divergence between bovine and mouse and human in signaling pathways involved in early lineage specification.

**Conclusions:**

The transcriptional changes occur during ICM and TE lineages specification in bovine is greater than previously understood. Therefore, this array data establishes a standard to evaluate the in vitro imprint on the transcriptome and to hypothesize the cross-species differences that allow in vitro acquisition of pluripotent ICM in human and mice but hinder that process in bovine.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12861-015-0096-3) contains supplementary material, which is available to authorized users.

## Background

A distinguishing feature of blastocyst formation in mammals is the specification of the pluripotent inner cell mass (ICM) and multipotent trophectoderm (TE) through a series of highly orchestrated events directed by spatial and temporal modes of gene expression [1]. ICM itself undergoes a second round of cell lineage specification to form the precursors of epiblast (EPI) and hypoblast (or primitive endoderm: PE) [2]. In the mouse, TE gives rise to parts of the placenta and the chorion, the PE develops to parietal and visceral endoderm and the EPI gives rise to the embryo proper, umbilical cords, amnion and part of the chorion [3]. In human and bovine, the PE gives rise to the primitive and secondary yolk sac [2, 3].

It is well-demonstrated that the culture conditions support in vitro capture of mouse pluripotent ICM fail to support human embryonic stem cell (ESC) self-renewal [2]. Ungulates may be a unique case in this respect as none of the current protocols used for in vitro establishment and maintenance of pluripotent cells in the human and mouse embryos have not yet supported the establishment of ESC in none of bovine, ovine, caprine, and porcine species [4]. Therefore, a clear understanding of the gene regulatory networks (GRNs) involved in early lineage specification will explain the difficulty of deriving ESC in mammals other than the rodents and primates, and would illuminate the search for the best functional mammalian model system representative of either early embryo development or stem cell biology [5]. Obviously, analysis of a small number of transcripts is of limited value for the systematic study of genetic interactions in a complex trait, and post genomic area approaches, including genome wide analyses and network investigation, are needed.

Two recent studies examined the transcriptional wiring of bovine ICM and TE tissues derived from in vitro produced (IVP) blastocysts [6, 7]. However, several line of evidence suggests that the initial oocyte quality and post-fertilization culture condition can dramatically alter the transcriptome of embryos compared to in vivo counterparts. For example, Katz-Jaffe et al. [8] demonstrated distinct microarray patterns between bovine oocytes matured in vitro and in vivo, and Tesfaye et al. [9] correlated this transcriptional difference to the distinct transcript abundance of the surrounding cumulus cells. We also previously showed that in bovine, the culture condition during zygote genome activation (ZGA) critically affects gene expression patterns of the resulting blastocysts [10]. In porcine, Withworth et al. [11] observed great transcriptional differences between in vitro- and in vivo-produced embryos. Importantly, Giritharan et al. [12] demonstrated that in vitro culture remarkably reduced the actual transcriptional differences between the ICM and TE tissues in the mouse. Therefore, there is a crucial need to establish a standard transcriptome profile of first lineage segregation in bovine and to evaluate the in vitro imprint on molecular nature of this crucial developmental event.

This study describes the generation and analysis of the transcriptional profile of bovine ICM and TE tissues, obtained from in vivo generated embryos by using a bovine-embryo specific array (EmbryoGENE) containing 37,238 probes [13]. By cross-referencing of the obtained data with microarray data of in vitro bovine ICM and TE, we demonstrated novel information on the effect of IVP on the transcriptional profiles of bovine ICM and TE tissues. Finally, we have collated the transcriptomic data of mouse and human pluripotent cells and contrasted them with our bovine data to distinguish universally applicable and species-specific features of ICM and TE specification across mammals.

## Results

### Embryo recovery data

Production of in vivo embryos was carried out using 26 superovulated Holstein cows and semen prepared from seven bulls as described in the materials and methods section. The superovulation treatment resulted in 4.9 ± 0.9 ovulations per cow and 2.0 ± 0.4 embryos recovered per flush. A total of 277 in vivo generated embryos were retrieved by flushing of at day 7.5 post insemination. Of these, 174 embryos were expanded blastocysts of good quality (Additional file 1: Table S1). Four separate pools of ICM and TE for each treatment were obtained using these selected blastocysts.

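RNA of the 4 ICM pools and the 4 TE pools, taken from expanded blastocysts at day 7.5 post insemination, was amplified, labelled with Cy3 and Cy5 and hybridised in pairs on 8 two-color arrays. Each pair of pools was measured on 1 array with ICM labelled with Cy5 and on 1 array with ICM labelled with Cy3, so both tissues lie on every array and a dye effect cancels in the mean of the 2 arrays. The 4 arrays of one dye orientation share 1 slide, so slide and dye orientation cannot be told apart. The deposited scanner files give raw spot intensities and local backgrounds for 45220 spots per array, of which 43794 are probes and 1426 are controls. The median probe signal was 2.47 to 7.83 times the median local background over the 16 channels but only 1.17 to 1.41 times the median of the negative control spots, so a large part of the probes is dim. From these intensities, the background was corrected by normexp with an offset of 50, each array was normalized by loess and the arrays by Aquantile, the 2 arrays of a pair were averaged, and limma was fitted to the 4 pool pairs (n = 4). Normexp replaced the plain subtraction named in the methods because subtraction leaves spots at or under 0 without a log. Whether the pools came from separate cows is not given in the sources used here, so p-values measure the spread between these 4 pool pairs. A gene symbol was paired with 21790 of the probes, covering 15229 genes, and 22004 probes were unnamed. The tissue in each channel was taken from the dyes in the sample labels, and the direction this gives is opposite to that of the study. NANOG, a pluripotency factor that the study reports higher in ICM, had a log2 fold change of -3.50 (standard error 0.21, adjusted p = 0.00317 from limma) as channel labelled ICM over channel labelled TE, and was lower in the channel labelled ICM on 8 of 8 arrays. The study's RT-qPCR runs the other way for 7 of 7 genes in which it found a difference. So do 104 of 120 values of its Table S4 (86.7%, and 13 of 14 for genes called here). In the parts of Tables S2 and S6 held here, 98.1% and 82.3% of the values do. The study's folds in these tables come from the same arrays. They show only that the study assigned the channels the other way. The RT-qPCR uses no array channels, and its values argue against the channel labels as deposited, for the 7 genes they cover. Where an exchange would have arisen was not tested. Values are therefore given below for the RNA labelled ICM and the RNA labelled TE.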

### Overview of microarray results

The Circos plot in Fig. 1 provides a genome-wide view on the transcriptome profile of bovine ICM and TE tissues derived from in vivo developed blastocysts. Chromosome mapping of the 100 most differentially expressed genes [green (upregulated) and red (downregulated) overlays in the *p*-value layer of Fig. 1] shows an overall even distribution of differentially expressed genes (DEG) within the bovine blastocyst genome. 

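Among the 100 probes of smallest p, 74 were higher and 26 were lower in the RNA labelled ICM. Of these probes 74 carried a symbol, from 72 genes. SEPP1, which encodes a secreted selenoprotein, had a log2 fold change of 1.94 (SE 0.03), and FLVCR2, which encodes a membrane transporter, had one of 1.82 (SE 0.03), both with an adjusted p of 0.000495 from limma. IL1A, which encodes the cytokine interleukin 1 alpha, had a log2 fold change of -1.97 (SE 0.06, adjusted p = 0.00126). The largest adjusted p among the 100 was 0.00168. Their distribution over the chromosomes was not analysed here, since the sources used here do not give the genome build behind the array.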

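Markers of the trophoblast and of the epiblast separated the RNA of the 2 labels. Of 31 measured trophoblast genes, 13 were higher and none was lower in the RNA labelled ICM. The genes were listed before the data were examined but after the paper and its tables had been read. Among the 13 were the transcription factor genes TFAP2A (log2 fold change 2.05, SE 0.06, adjusted p = 0.00126 from limma), GATA3 (0.82, SE 0.03, adjusted p = 0.00168) and the peptidase gene ENPEP (1.72, SE 0.07, adjusted p = 0.00168). PAG2 and PAG12, which encode pregnancy-associated glycoproteins, had log2 fold changes of 1.73 (SE 0.12) and 1.27 (SE 0.06), and IFNT, which encodes the trophoblast interferon, had one of 0.85 (SE 0.06). Of 23 epiblast and pluripotency genes, 5 were lower and none was higher in the RNA labelled ICM; OTX2 had a log2 fold change of -1.52 (SE 0.15, adjusted p = 0.00808) and DPPA3 one of -0.40 (SE 0.03, adjusted p = 0.00398), and the other 3 were NANOG, POU5F1 and PRDM14. Adjusted over the list alone, 18 trophoblast genes were higher and 2 were lower, and 9 epiblast genes were lower. The trophoblast list was shifted upwards (camera with a preset correlation of 0.01, adjusted p = 3.08e-07) and the epiblast list downwards (adjusted p = 3.73e-07), but neither call held with an estimated correlation (adjusted p = 0.226 and adjusted p = 0.337). These directions follow the sample labels. They are opposite to those of the study for NANOG, POU5F1, PRDM14 and OTX2. For the trophoblast genes named above no fold of the study was held. Over all 43794 probes, 458 (1.05%) differed at an adjusted p at or under 0.01 from limma and a fold of at least 2, with a median fold of 2.40, and all 458 had one sign on all 8 arrays. Without the fold limit, 1433 probes passed. With plain background subtraction, which the paper's methods name, 774 probes passed both limits, 469 higher and 305 lower in the RNA labelled ICM. With the 8 arrays fitted separately and the pool pair as a block, 735 probes passed both limits and 5315 passed the adjusted p alone; the correlation within pool pairs was 0.0357 there, so that fit takes the arrays almost as 8 replicates. With a dye term added the correlation was 0.437, and 712 and 4530 probes passed. The count fell to 1 with median centring in place of loess, and to 0 without replicate 2, 3 or 4, where the smallest adjusted p was 0.0102, 0.014 and 0.0123 and the number of probes under an unadjusted p of 0.05 was 8348, 8726 and 9318. No probe reaches an adjusted p of 0.01 in these 3 fits, while all 458 probes kept their sign in each, and 458, 454 and 429 of them had an adjusted p at or under 0.05.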

Significance analysis of microarray data revealed that a total of 4,689 probes were differentially expressed between ICM and TE (Fig. 2a, adjusted P ≤ 0.01, FC ≥ 2.0, FDR = 2.0), which is equal to 12.6 % of all probes assessed. Among these, 2,309 probes were upregulated in ICM, whereas 2,380 probes were downregulated in ICM (i.e. upregulated in TE), respectively (Fig. 2a, Additional file 1: Table S2). 

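Of the 458 probes, 304 were higher and 154 were lower in the RNA labelled ICM; the study's directions are the opposite. Lower in this RNA, after NANOG, were HERC5, which encodes an interferon-induced ligase of the ubiquitin-like protein ISG15 (log2 fold change -2.59, SE 0.08), GFPT2 of the hexosamine pathway (-2.53, SE 0.26), STMN1, which encodes the microtubule regulator stathmin (-2.30, SE 0.20), the adhesion molecule gene SELP (-2.23, SE 0.12) and SPRY2, an inhibitor of FGF signaling (-2.09, SE 0.08). ACSF2, KLK7, AHCYL2, LGALS4 and BTG2 had log2 fold changes between -2.23 and -2.03. Higher, after TFAP2A, were TMEM144 (log2 fold change 2.01, SE 0.10), UNC13D (1.93, SE 0.07), the phosphatase gene PTPN5 (1.90, SE 0.16), SCD, which encodes stearoyl-CoA desaturase (1.83, SE 0.11), and the transcription factor gene GATA2 (1.80, SE 0.09). SRXN1, ABCA3 and HEBP2 had log2 fold changes between 1.75 and 1.79. All of these passed an adjusted p of 0.01 from limma, and the genes were among those of largest change with one sign on all 8 arrays. For TFAP2A, UNC13D and HEBP2 only 1 of 3 probes passed, for SRXN1 and KLK7 1 of 2. For TMEM144 2 of 4 probes passed, and for STMN1 and LGALS4 2 of 3. The study's series matrix values gave a more even split, with 609 probes higher and 626 lower, and the 8 arrays with the pool pair as a block gave 384 higher and 351 lower.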

Out of the 37,238 targeted probes represented on the microarray slide, a total of 33402 (89.7 %) were present in both ICM and TE tissues, whereas 1,243 (3.4 %) and 2,593 (6.9 %) were exclusively present in ICM and TE tissues, respectively (Fig. 2b, Additional file 1: Table S3).

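The probe for GATA4, a transcription factor of the primitive endoderm, was present with both labels by the rule of Fig. 2b, in which the mean of signal minus local background over the 8 channels of a tissue exceeds 2 SD of the background. The CDX2 probe was present by this rule only in the RNA labelled ICM, and both probes for TEAD4 in neither. With the limit set from 153 negative control spots per channel, the probes for GATA4 and CDX2 and the brighter TEAD4 probe were present with both labels. By the rule of Fig. 2b, 12267 of 43794 probes (28.0%) were present with both labels, 759 only in the RNA labelled ICM, 913 only in the RNA labelled TE and 29855 in neither. The files give no SD per spot, so the SD was taken over the local backgrounds of each channel, where it ranged from 19.7 to 410. With a robust SD, chosen after seeing the data, 43687 probes were present with both labels, so presence calls by this rule rest on that SD. These counts carry no test and depend on the limit: the negative control limit put 23728 probes (54.2%) in both, 766 in the RNA labelled ICM only and 1915 in the RNA labelled TE only, a signal above the limit on at least 6 of 8 channels turned the order round, with 4624 in the RNA labelled ICM only and 212 in the RNA labelled TE only, and a signal above the limit on at least 1 channel sufficed for 43683 probes in both.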

**Fig. 1:**
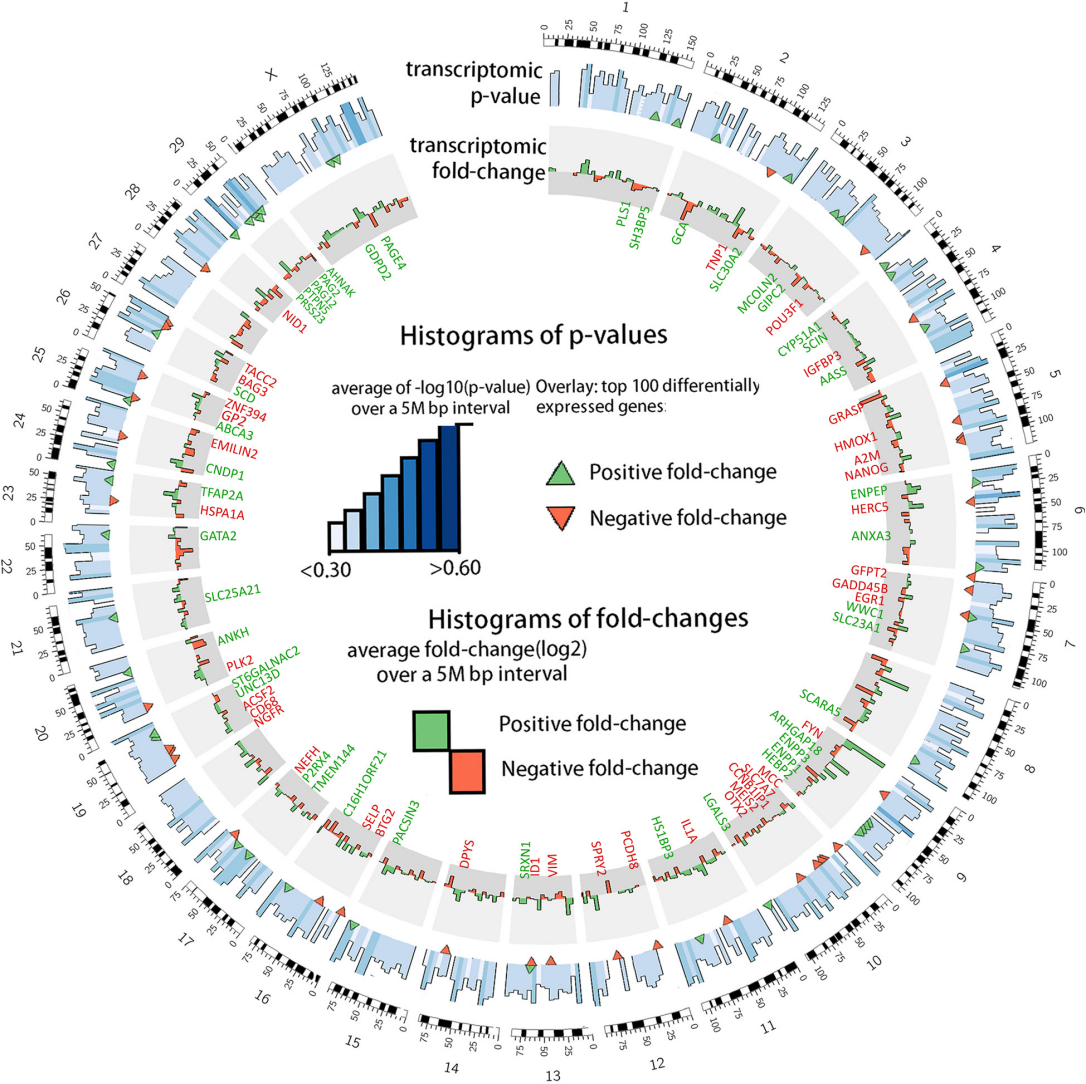
The Circos plot showing the genome-wide transcriptional profiling of ICM and TE obtained from in vivo developed blastocysts. The mean p-values of 5 M bp windows are displayed along with the 100 most significant DMRs. Green overlays in the p-value layer represent upregulated transcripts in ICM, while red overlays represent upregulated genes in the TE. The red and green gene names in the inner layer represent the name of the 100 most differentially expressed genes along with their estimated location in the bovine genome, by chromosome

**Fig. 2:**
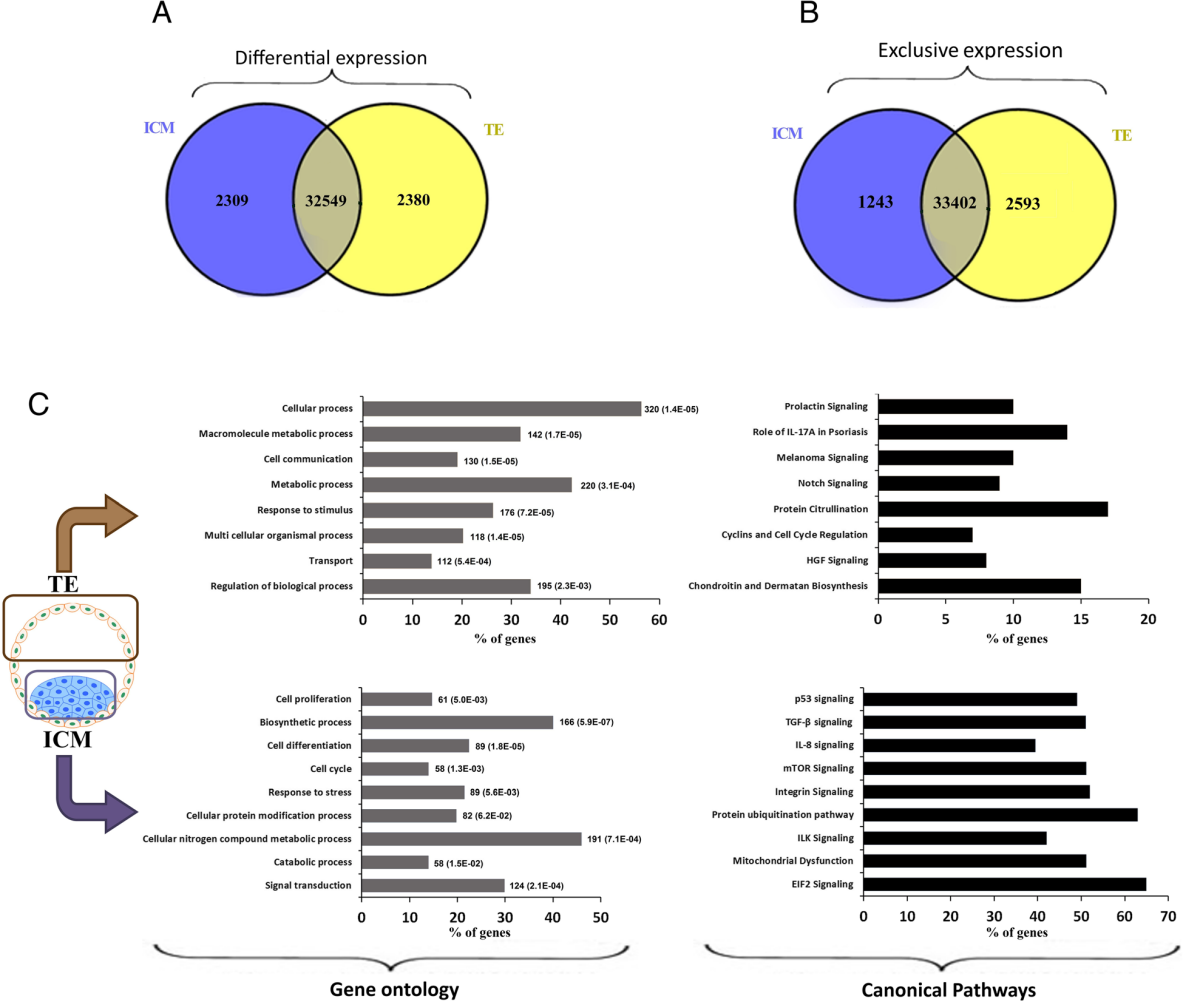
Transcriptome analysis of bovine ICM and TE. **a** Venn diagram indicating the number of genes which differentially expressed between ICM and TE (*P* ≤ 0.01, FC ≥ 2.0, FDR: 2.0). **b** Venn diagram indicating the number of probes with an intensity signal higher than the summation of background intensity and two times its SD for each condition. **c** Gene ontology and canonical pathway analyses of ICM and TE -predominant genes. The number of genes annotated to a GO term and their P value (numbers within the brackets) were shown ahead of the bars

Ontological classification of the genes predominantly expressed in ICM (Fig. 2c) emerged a range of functional categories with a preponderance of genes involved in cellular nitrogen compound metabolic process, signal transduction, biosynthetic process and cell differentiation. Gene ontology (GO) analysis of TE predominant transcripts (Fig. 2c) emerged a different list of biological processes including the regulation of cellular, biological, and metabolic processes. 

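Genes of the p53 pathway moved both ways. Of 24 measured genes, PERP, which encodes a desmosomal protein (log2 fold change 0.91, SE 0.05), and TP53INP1 (0.88, SE 0.07) were higher in the RNA labelled ICM, and FAS, which encodes a death receptor (-0.31, SE 0.03), PCNA, the sliding clamp of DNA replication (-0.87, SE 0.08), and BTG2 were lower. Of 38 genes of the TGFβ and BMP pathway, TGFBR3, which encodes a co-receptor, was higher (1.25, SE 0.11), and ACVR1B, which encodes an activin receptor (-1.36, SE 0.13), INHBA, which encodes an activin subunit (-0.47, SE 0.04), and SMAD6 (-0.58, SE 0.04) were lower. SMAD6 had this sign on only 5 of 8 arrays, and its adjusted p was 0.0992 with the pool pair as a block over the 8 arrays. Of 28 genes of IL8 signaling, VEGFB (0.61, SE 0.04) and PTGS2 were higher and none was lower. Of 34 genes of integrins, focal adhesion and ILK, only ACTN4 was higher (0.50, SE 0.04), and of 31 ubiquitin-conjugating enzymes only UBE2E3 (0.82, SE 0.07). Of 35 translation initiation factors 1 was lower and none was higher. Among 31 genes of the mTOR pathway and 71 nuclear-encoded subunits of oxidative phosphorylation none passed the test. Each count is at an adjusted p at or under 0.01 from limma. For PCNA, BTG2, ACVR1B, INHBA, SMAD6 and ACTN4 the direction is opposite to the fold in the study's tables. For the other genes named here no fold of the study was held. By pathway, the study links IL8, integrin and ubiquitination to ICM. The calls of those lists were higher in the RNA labelled ICM. Adjusted over each list alone, 2 higher and 6 lower genes passed for p53, 2 higher and 4 lower for TGFβ and BMP, and none for mTOR. As sets, the translation initiation factors (camera, adjusted p = 0.000182; 0.337 with an estimated correlation and 0.0972 with median centring) and oxidative phosphorylation were shifted downwards. The latter had a median log2 fold change of -0.10 (adjusted p = 0.000442), a call that was lost with an estimated correlation (adjusted p = 0.467) and on the arrays with ICM in Cy3 (adjusted p = 0.301).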

The most important canonical pathways associated with ICM-predominant transcripts were basal and developmental signaling pathways including P53, TGFβ, IL8, mTOR, integrin, ILK, and ELF2 as well as protein ubiquitination pathway and mitochondrial dysfunction. 

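Genes of HGF signaling changed in both directions. Of 28 measured genes, RAP1A, which encodes a small GTPase, was higher in the RNA labelled ICM (log2 fold change 1.08, SE 0.05). So were the adaptor gene GAB1 (0.88, SE 0.06) and ELF1 (0.37, SE 0.03). FOS, an immediate early transcription factor gene, was lower (-1.36, SE 0.08). Each passed at an adjusted p at or under 0.01 from limma. The study links this pathway to TE, and its folds for RAP1A, GAB1 and ELF1 were not held here. Of 22 genes of prolactin signaling none passed over all probes, while 1 higher and 4 lower genes passed when adjusted over the list alone. TEC had a log2 fold change of 0.38 (adjusted p = 0.0102) and IRF1 one of -0.40 (adjusted p = 0.0108). Of 27 genes of the Notch pathway none passed; RBPJ, the transcription factor of the pathway, had a log2 fold change of -0.77 (adjusted p = 0.0146) and the ligand gene JAG1 one of -0.56 (adjusted p = 0.0452). With the 8 arrays fitted and the pool pair as a block, the adjusted p was 0.000215 for TEC, 0.000869 for IRF1, 0.000773 for RBPJ and 0.00214 for JAG1. That fit takes the arrays almost as 8 replicates, so these values overstate the replication. With a dye term added, IRF1 did not pass (adjusted p = 0.0101). Of 5 genes of protein citrullination none passed. As sets, none of these 4 lists was shifted, with adjusted p from camera of 0.104 for prolactin, 0.193 for Notch, 0.744 for HGF and 0.714 for citrullination.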

The most important canonical pathways associated with TE-predominant transcripts were prolactin signaling, melanoma, NOTCH, and HGF -signaling, and protein citrullination (Fig 2c).

Considering the principal role of epigenetic regulation in the process of ICM and TE specification, we profiled the expression of 129 known key epigenetic regulators of pluripotency and differentiation [14] (Additional file 1: Table S4). Of these, 11 transcripts were significantly upregulated in ICM, whereas 6 transcripts were significantly upregulated in TE (Fig. 3). 

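Of 95 distinct epigenetic regulators of Table S4, 89 were measured by a named probe. At an adjusted p at or under 0.01 from limma, 3 were higher and 5 were lower in the RNA labelled ICM, and 81 did not pass. The direction of these 8 is opposite to that of Table S4 except for MYST2, which Table S4 gives as lower in ICM and Table S2 with the opposite sign. Lower were SETD1A, a H3K4 methyltransferase gene (log2 fold change -0.42, SE 0.03), the histone acetyltransferase genes CREBBP (-0.64, SE 0.06) and MYST2 (-1.16, SE 0.11), CBX3, which encodes a heterochromatin protein (-0.47, SE 0.05), and MBD4. For MYST2, 1 of 3 probes passed, and for CBX3, 1 of 2. Adjusted over the list alone, 4 were higher and 14 were lower, which is not independent evidence where the study chose genes on these samples. With the 8 arrays fitted and the pool pair as a block, which takes them almost as 8 replicates, 5 were higher and 20 were lower. The list leaned downwards as a set (camera, adjusted p = 0.000951), and not with an estimated correlation (adjusted p = 0.390).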

The ICM-upregulated gene list encompassed known genes which were involved in transcriptional activation (KDM3A, SMARCA4, PRDM9, and KDM6A) or transcription repression (HELLS, EED, KDM2B, MBD4, HDAC8, KDM5A, and HDAC2). In contrast, the majority of TE upregulated epigenetic regulators were linked to transcription repression including DNMT3A, DNMT3B, CARM1, and HDAC6 or transcription activation (KDM4B and KDM4C).

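All 11 of these genes had a negative log2 fold change in the RNA labelled ICM over the RNA labelled TE, and 1 passed the test over all probes. MBD4, which encodes a DNA glycosylase that binds methylated DNA, had a log2 fold change of -0.59 (SE 0.06, adjusted p = 0.00873 from limma). Among the activators, SMARCA4 had a log2 fold change of -0.44 (adjusted p = 0.0102), KDM6A one of -0.74 (adjusted p = 0.0193), PRDM9 one of -0.48 (adjusted p = 0.0218) and KDM3A one of -0.33 (adjusted p = 0.309). Among the repressors, HDAC8 had one of -0.88 (adjusted p = 0.0241), HDAC2 one of -0.86 (adjusted p = 0.0468), EED one of -0.62 (adjusted p = 0.0125), HELLS one of -0.33 (adjusted p = 0.0953), KDM5A one of -0.29 (adjusted p = 0.163) and KDM2B one of -0.22 (adjusted p = 0.0984). Adjusted over the list alone 7 were lower, a list the study chose on these samples, so its direction is not independent evidence. As a set they were shifted downwards (camera, adjusted p = 9.94e-07), a call lost with an estimated correlation (adjusted p = 0.337). With the pool pair as a block over the 8 arrays, the adjusted p came under 0.01 for SMARCA4 (6.35e-05), KDM6A (0.000151), PRDM9 (0.00274), HDAC8 (0.000796), HDAC2 (0.00258), EED (0.000111) and HELLS (0.0066). Since that fit takes the arrays almost as 8 replicates, these values overstate the replication. With a dye term added, PRDM9 (adjusted p = 0.0215) and HELLS (adjusted p = 0.0141) did not pass.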

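These 6 genes all had a positive log2 fold change in the RNA labelled ICM over the RNA labelled TE, the reverse of the direction in the study. DNMT3B and CARM1, which encode a de novo DNA methyltransferase and an arginine methyltransferase, were higher, with log2 fold changes of 1.10 (SE 0.08, adjusted p = 0.00521 from limma) and 0.84 (SE 0.08, adjusted p = 0.00789), and so was DNMT3A. HDAC6 had a log2 fold change of 0.36 (adjusted p = 0.0232), KDM4C one of 0.30 (adjusted p = 0.107) and KDM4B one of 0.16 (adjusted p = 0.452), none of which passed. Adjusted over these 6 alone 4 were higher; the study chose them on these samples. The set was shifted upwards (camera, adjusted p = 0.000520), and not with an estimated correlation (adjusted p = 0.349).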

**Fig. 3:**
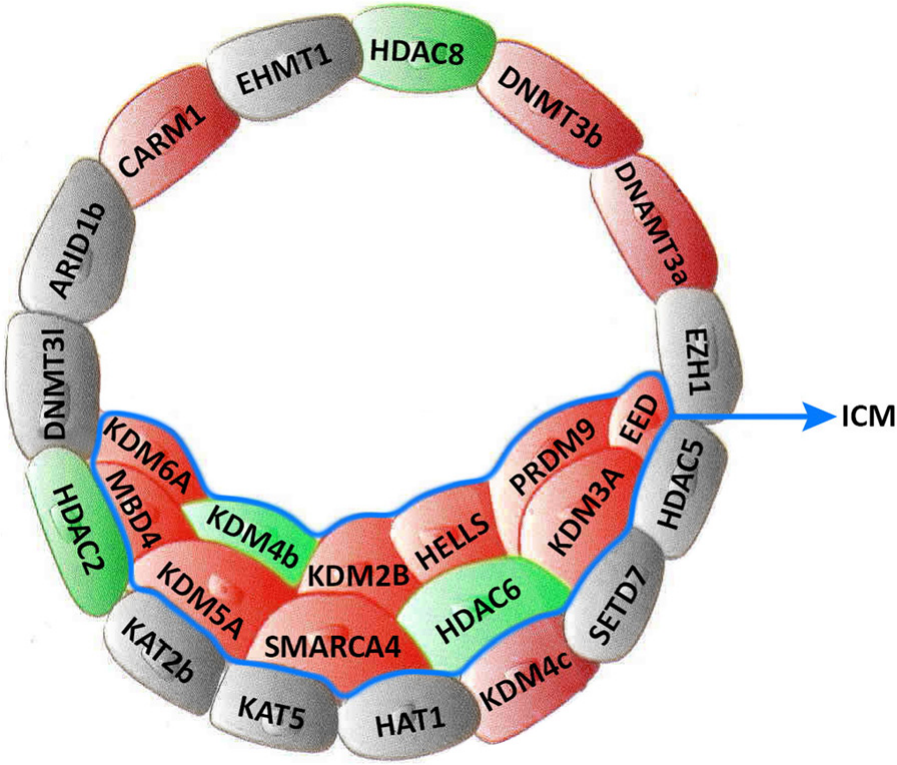
Epigenetic landscape of ICM and TE transcriptomes. **a** Representative image of genes involved in stimulation (ICM-located genes) and repression (TE-located genes) of pluripotency. Red and green cells indicate upregulated and downregulated genes, respectively

### Effect of in vitro culture on transcriptome profile of ICM vs. TE

To understand the effect of in vitro culture on transcriptional wiring of lineage specification in bovine blastocysts, transcriptome profile of ICM and TE derived from in vivo generated blastocysts (VIVO) was compared with the in vitro studies of Ozawa et al. [6] (VITRO-1) and Nagatomo et al. [7] (VITRO-2). As shown in Additional file 1: Table S5, the total numbers of genes that were differentially expressed were 870 “VITRO-1“and 440 “VITRO-2“which both are substantially lower than 4698 DEGs detected in our study. Specifically, the percentages of genes in “VITRO-1” and “VITRO-2” studies that showed similar expression to the “VIVO” were 90 and 60 %, respectively (concordant plots in Fig. 4A and A’). Moreover, the numbers of genes that were oppositely expressed (i.e. upregulated in “VITRO” but downregulated in “VIVO” or vice versa) were as low as 2 and 5 for VITRO-1 vs. VIVO and VITRO-2 vs. VIVO comparisons (discordant plots in Fig. 4A and A’). Even though, the majority of misregulation found between “VITRO” vs. “VIVO” comparisons was related to genes whose expressions were significant in one VITRO study but not in the counterpart “VIVO” study, and vice versa (Additional file 1: Table S5 and Fig. 4A-B’). This latter category of genes encompasses important gens including STAT3, DNMT1, CARM1, LDHA, GADD45A, FGFR2, IL6, TGFB2, BDNF, ELF5, HDAC8, CCNB1, KDM6A, PRDM9, FOXA3, CDX2, ARID3A, SMAD1, PPP2R2B, SMARCA2, and SLC39A10 (Fig. 4A-B’).

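In the in vivo pools, 4 of these 21 genes were higher in the RNA labelled ICM and none was lower at an adjusted p at or under 0.01 from limma, in a direction opposite to that of the study. They were ARID3A, a transcription factor gene (log2 fold change 0.79, SE 0.03, adjusted p = 0.00168), and LDHA, CARM1 and CDX2. CCNB1, which encodes cyclin B1, had a log2 fold change of -1.23 (SE 0.13, adjusted p = 0.0108). STAT3, a transcription factor gene of cytokine signaling, had one of -1.04 (SE 0.13, adjusted p = 0.0146). The cytokine gene IL6 had one of -0.92 (SE 0.13, adjusted p = 0.0201), so that these 3 did not pass. CCNB1 and STAT3 met the looser limits of the paper's methods section (unadjusted p from limma 0.000389 and 0.000698, folds of 2.35 and 2.06). DNMT1, the maintenance DNA methyltransferase gene, had a log2 fold change of -0.07 (SE 0.04, adjusted p = 0.408), which was 0.10 on the arrays with ICM in Cy5. Adjusted over the list alone, 5 were higher and 8 were lower. With the pool pair as a block over the 8 arrays, the adjusted p was 7.13e-05 for CCNB1, 0.00226 for STAT3 and 0.000213 for IL6. That fit takes the arrays almost as 8 replicates.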

**Fig. 4:**
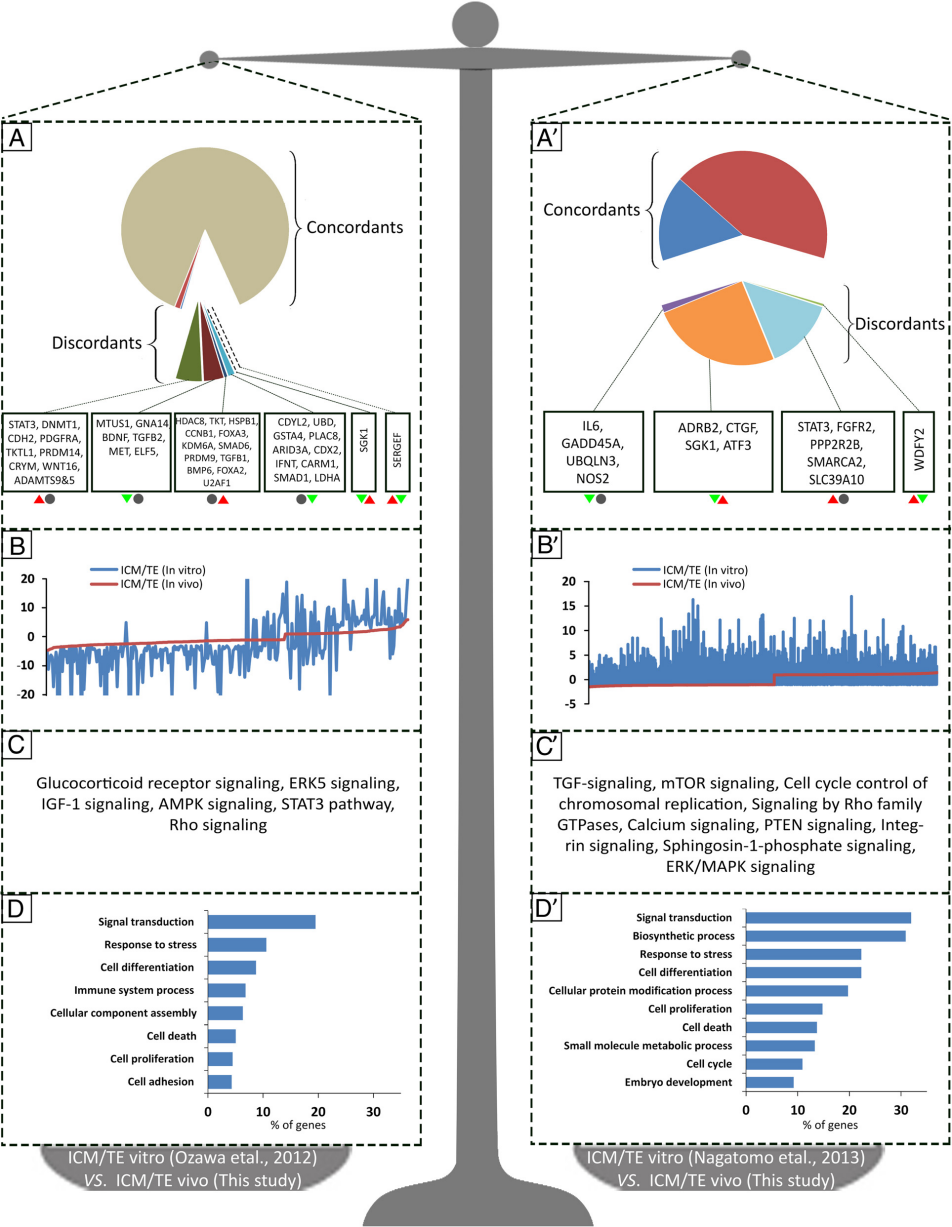
Comparative transcriptome of ICM and TE obtained from in vitro vs. in vivo blastocysts. Transcriptome profile of ICM and TE derived from in vivo generated blastocysts in this study (VIVO) was compared with the in vitro (VITRO) studies of Ozawa et al. [2012] (left panel) and Nagatomo et al. [20] (right panel). A and A’) differential expression with list of important genes misregulated in vitro studies compared to our in vivo study. The colored symbols below the genes lists represent genes that were upregulated (red upward triangle), downregulated (green downward triangle) or similarly (gray circles) expressed in the ICM of vitro (left symbols) vs. VIVO (right symbols) transcriptome studies. B and B’) The overlap between transcriptional profile of in vitro (blue lines) and in vivo (red lines). C and C’) The most important canonical pathways emerged from genes found to be misregulated in ICM and TE transcriptomes of vitro vs. in vivo studies. D and D’) Gene ontology analysis of from genes found to be misregulated in ICM and TE transcriptomes of vitro vs. in vivo studies

The most important canonical pathways associated with the misregulated genes in “VITRO-1” vs. “VIVO” comparison were ERK5, IGF-1, AMPK, and STAT3 signalings (Fig. 4C). In the same way, canonical pathways associated with misregulated genes in “VITRO-2” vs. “VIVO” comparison belongs to TGFβ, mTOR, cell cycle control of chromosomal, PTEN and ERK-MAPK signalings (Fig. 4C’). Ontological classification of misregulated genes between “VITRO-1” or “VITRO-2” vs. “VIVO” comparisons emerged a range of functional categories with a preponderance of genes required for signal transduction, response to stress and cell differentiation (Fig. 4D and D’).

### Evolutionary perspectives of ICM and TE segregation

One intriguing question on the evolution of mammalian species is whether GRNs governing lineage specification and pluripotency are conserved or rewired across species [14, 15]. Accordingly, we contrasted our array data with the transcriptome data of ICM, TE, EPI, and PE tissues obtained from two recent studies in mouse [15] and human [16]. To this aim, we prepared a list of DEGs using those genes that have orthologs in the three species. To visualize the evolutionary relationship between the three species, we performed hierarchical clustering and principal component analysis (PCA) between pluripotent cells of these three species (Fig. 5a and b and Additional file 1: Table S6). The data largely clustered mouse and human ICMs together and separated them from bovine ICM. Since the relative distance between the groups represents the extent of changes in the transcriptome, the molecular signatures of mouse and human ICM share more similarities than bovine. Moreover, bovine ICM clustered away from mouse and human EPI, and PE at the transcriptome level.

**Fig. 5:**
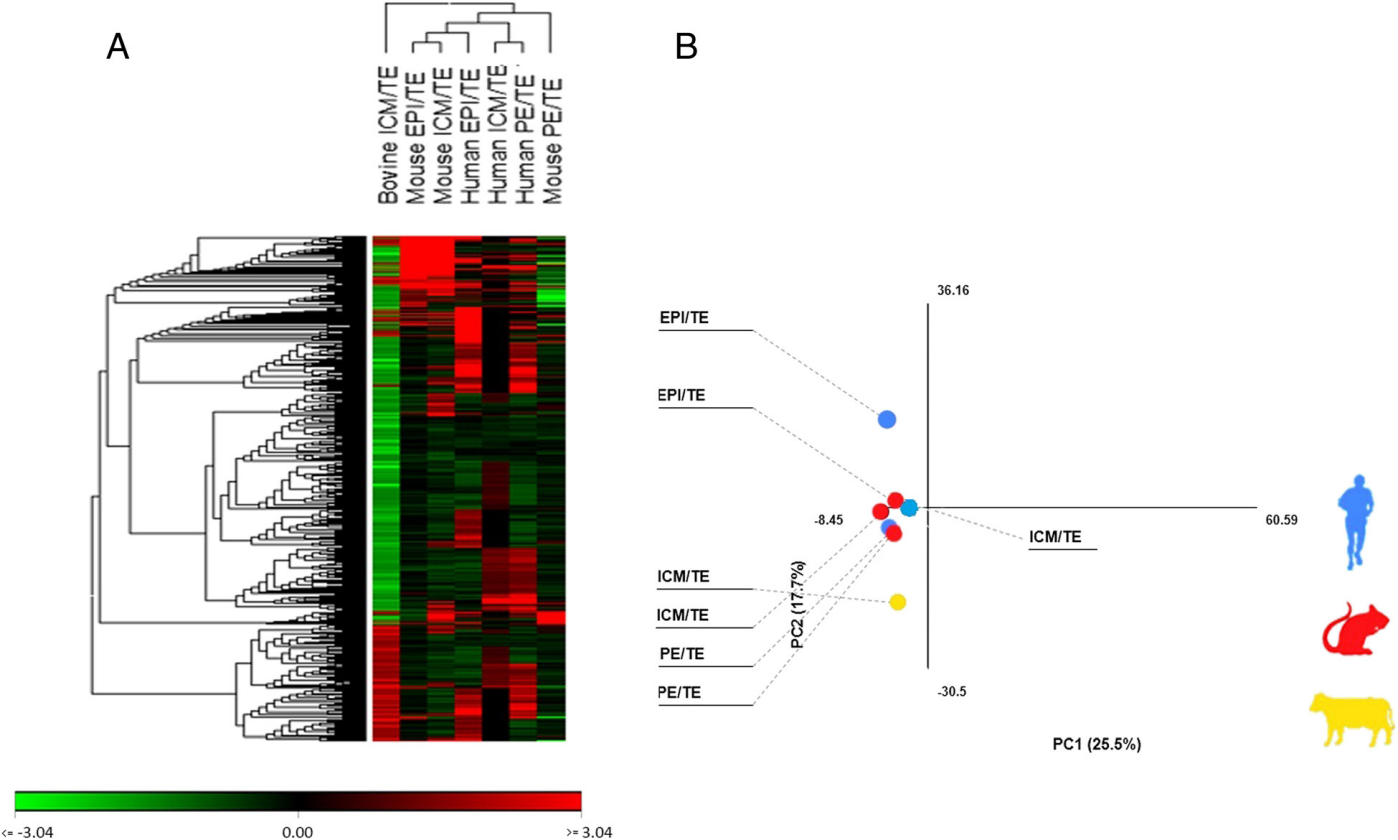
Evolutionary perspective of ICM and TE specification. Cross-species referencing of bovine ICM microarray data obtained in this study with transcriptional data of human and mouse pluripotent cells. Hierarchal clustering (**a**) and principal component analysis (**b**) largely clustered mouse and human ICMs together and separated them from bovine ICM

To validate the assay, we compared the expression of well-established lineage marker genes according to the study of Boroviak et al. [17] (Fig. 6). 

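In the bovine pools, all 6 core and all 7 naive pluripotency genes drawn in Fig. 6b had negative log2 fold changes in the RNA labelled ICM over the RNA labelled TE, opposite to the direction in the study, and NANOG and POU5F1 were lower at an adjusted p at or under 0.01 from limma. POU5F1, which encodes OCT4, had a log2 fold change of -0.84 (SE 0.07, adjusted p = 0.00626), and SOX2 had one of -0.45 (SE 0.05, adjusted p = 0.0107). For SOX2 the adjusted p was 0.000781 with the pool pair as a block, a fit that takes the arrays almost as 8 replicates. PRDM14, a pluripotency regulator, was lower too (-1.24, SE 0.12, adjusted p = 0.00811). Of 3 primed pluripotency genes none passed, and they did not lean to one side. The JAK-STAT group was not analysed here. Of the other signaling groups, 1 of 7 BMP genes (ACVR1B) and 1 of 10 FGF genes (FOS) were lower, 1 of 6 WNT genes was higher (CTNNB1, which encodes β-catenin, 0.76, SE 0.06), 1 of 12 TGF beta genes was higher and 1 lower (TGFBR3 and INHBA), and none of 6 Notch genes passed. The core and the naive genes were shifted downwards as sets (camera, adjusted p = 0.000125 and adjusted p = 0.000520), and so were the BMP genes, 6 of 7 with a negative sign and a median of -1.25 (adjusted p = 0.00672). These calls were lost with an estimated correlation (adjusted p = 0.349 for core and naive genes and adjusted p = 0.381 for BMP genes).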

As shown, the expression profile of key genes that are involved in BMP, FGF, Notch, TGF beta, WNT, and JAK-STAT signaling pathways (Fig 6a) and also in naïve, core and primed states of pluripotency (Fig 6b) were distinct between human, mouse and bovine. To visualize the relationship between the three species with respect to the cumulative genes involved in pluripotency signaling pathways and naïve/core/primed states of pluripotency, we performed principal component analysis (Fig. 6c). The data clustered bovine ICM/TE close to the mouse EPI/TE but away from both human and mouse ICM/TE.

**Fig. 6:**
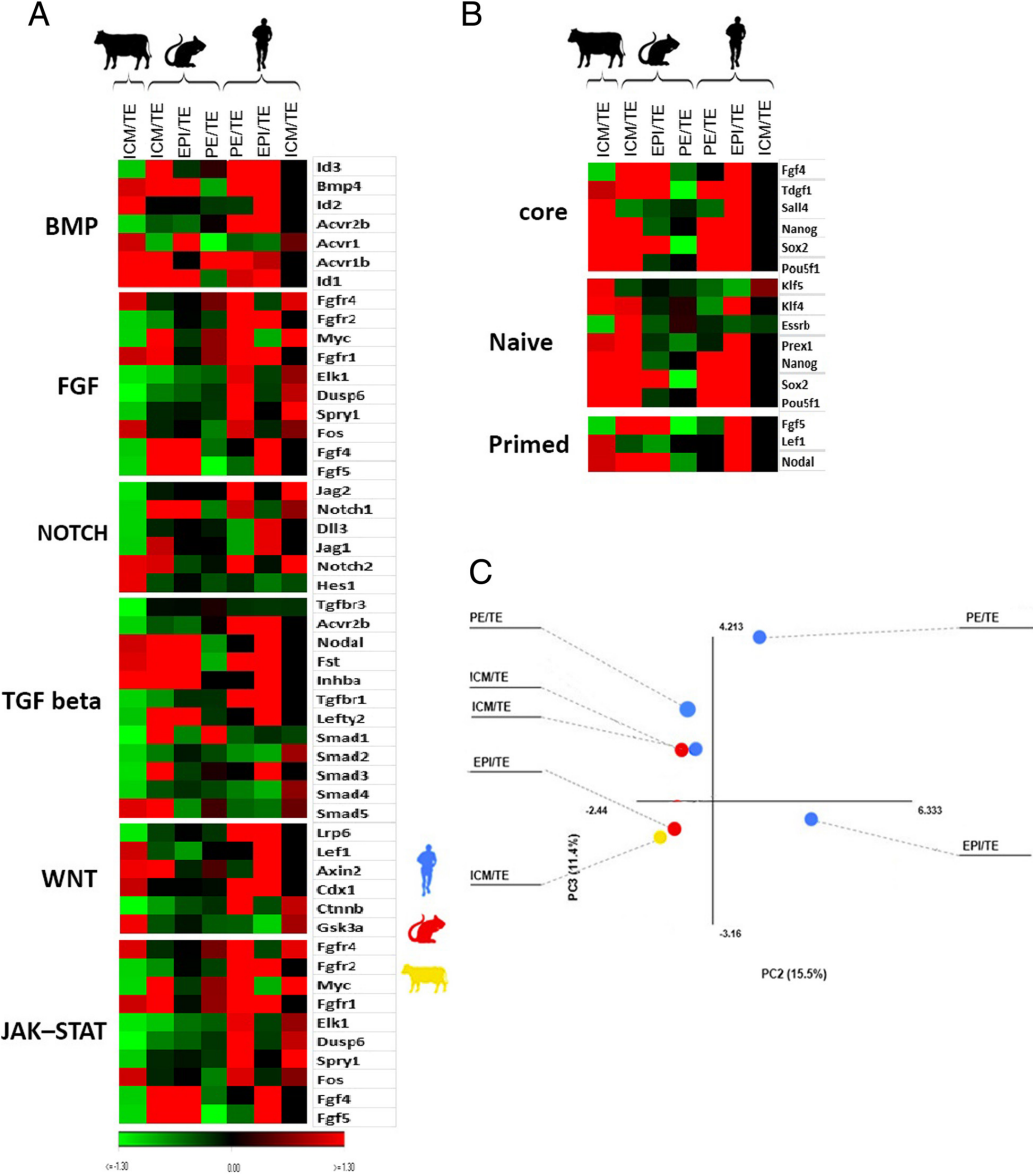
Evolutionary perspectives of gene regulatory networks of pluripotency and differentiation. Cross-species transcriptional profiling of major signaling pathways (**a**) and different pluripotent states of cells (**b**) along with principal component analysis of all genes (**c**)

### Microarray validation by RT-qPCR

To validate the microarray results, RT-qPCR was carried out to investigate the expression levels in ICM and TE of nine genes (DNMT3A, EGR1, PLK2, PTPN5, STMN1, ANXA3, NANOG, HNF4a and GATA2). RT-qPCR was performed in three replicates using mRNAs remained from the same samples used for microarray. The profiles were consistent with the microarray results (Fig. 7), and the expression levels of EGR1, PLK2, NANOG and STMN were higher in ICM than in TE, while expression levels of ANXA3, PTPN5 and GATA2 were higher in TE than in ICM. However, the expression of DNMT3A and HNF4a were inconsistent with microarray results. 

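On the arrays, ANXA3, which encodes a calcium-dependent phospholipid-binding protein, had a log2 fold change of 1.47 ± 0.168 (SD, n = 4 pool pairs; adjusted p = 0.00237 from limma) in the RNA labelled ICM over the RNA labelled TE. For GATA2 and PTPN5 the SD over the 4 pool pairs was 0.210 and 0.394, for NANOG 0.513 and for STMN1 0.485, each smaller than the log2 fold change of the gene. PLK2, which encodes a polo-like kinase, had a log2 fold change of -2.96 ± 0.828 (SD, n = 4, adjusted p = 0.0117). EGR1, an immediate early transcription factor gene, had one of -1.68 ± 0.580 (SD, n = 4, adjusted p = 0.0193). Neither passed the adjusted p of 0.01. Both met the looser limits of the paper's methods section (unadjusted p from limma 0.000454 and 0.00115, folds of 7.79 and 3.21). With the pool pair as a block over the 8 arrays the adjusted p was 4.49e-05 and 0.000432, in a fit that takes the arrays almost as 8 replicates. EGR1 was above the negative control limit on 5 of 8 channels labelled ICM and on 8 of 8 labelled TE. All 7 genes had one sign on 8 of 8 arrays, and for all 7 this sign, which follows the dyes in the sample labels, was opposite to the direction of the study's RT-qPCR.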

While DNMT3A was downregulated and HNF4A was upregulated in ICM in the microarray data, RT-qPCR showed no difference between their ICM vs. TE expression. 

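DNMT3A, a de novo DNA methyltransferase gene, had a log2 fold change of 1.05 ± 0.259 (SD, n = 4 pool pairs; adjusted p = 0.00932 from limma) in the RNA labelled ICM over the RNA labelled TE, and 2 of its 3 probes passed, both in this direction. HNF4A, which encodes a nuclear receptor of endodermal and hepatic cells, had a log2 fold change of -2.74 ± 0.716 (SD, n = 4, adjusted p = 0.0102). It had one sign on 8 of 8 arrays, and none of its 3 probes passed. The probe of this value met the looser limits of the paper's methods section (unadjusted p from limma 0.00034, fold of 6.67). With the pool pair as a block its adjusted p was 4.77e-05, in a fit that takes the arrays almost as 8 replicates. Both signs follow the sample labels and are opposite to those the study gives for its arrays.

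**Figure D1:**
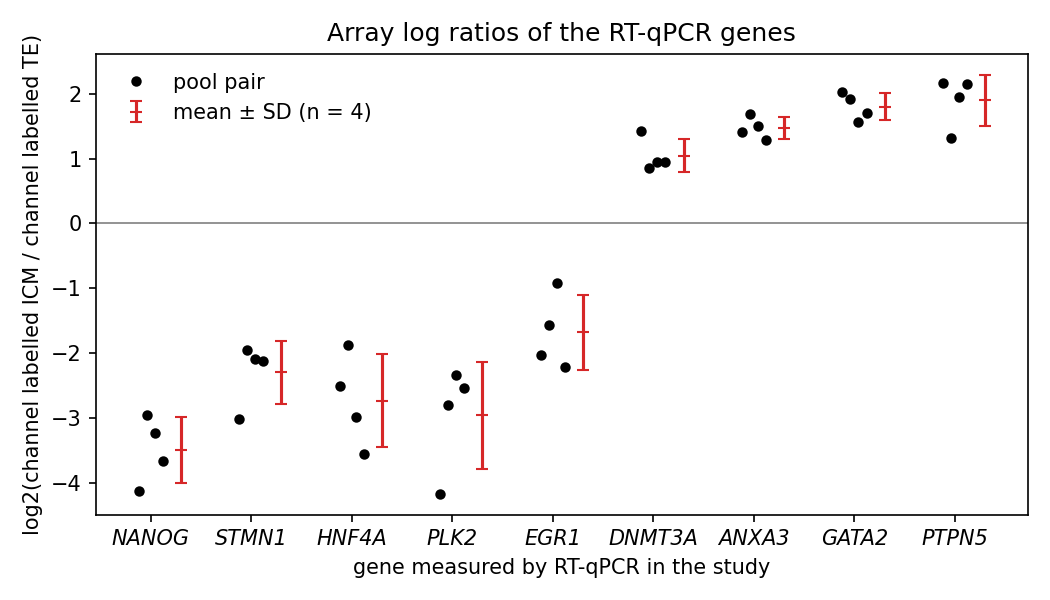
Log2 of the channel labelled ICM over the channel labelled TE on the arrays (vertical axis) for the 9 genes measured by RT-qPCR in the study (horizontal axis). Points are the 4 pool pairs, each the mean of 2 arrays of opposite dye orientation, and the bars are mean ± SD; every point of NANOG, STMN1, HNF4A, PLK2 and EGR1 lies below 0 and every point of DNMT3A, ANXA3, GATA2 and PTPN5 above 0.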

Notably, when we repeated the RT-qPCR of DNMT3A with ICM and TE tissues obtained from in vitro blastocysts, the same trend of DNMT3A downregulation in ICM compared to TE was observed (data not shown).

**Fig. 7:**
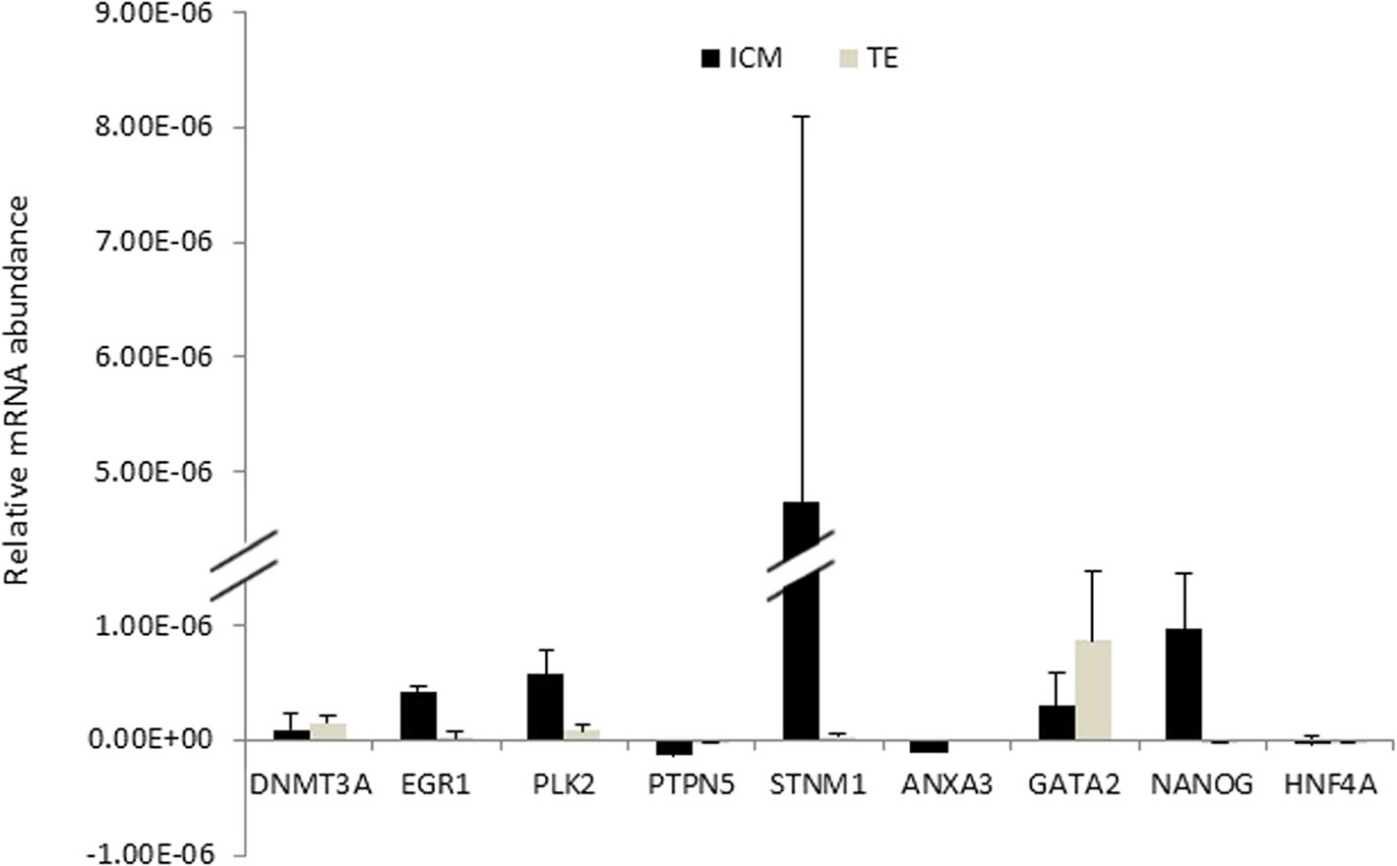
RT-qPCR validation of microarray results. Analysis was done in triplicate and the amount of mRNA represents the mean ± SEM of each transcript corrected with three housekeeping genes. * = *P* < 0.05

## Discussion

The first point highlighted in this study is the potential further transcriptional changes between ICM and TE tissues in an in vivo context compared to in vitro. As the in vivo embryos represent the control situation, the first conclusion is that in vitro culture reduces or slows down the differences in directions between the 2 cell types. Accordingly, in vivo-derived ICM and TE showed greater transcriptional differences while counterpart in vitro studies of Ozawa et al. [6] and Nagatomo et al. [7] showed smaller transcriptional difference, suggesting that in vitro culture may reduce the actual transcriptional differences of bovine ICM and TE specification. Another possible explanation is that the in vitro developed blastocysts may be just delayed compared to their age-matched in vivo counterparts. Therefore, the divergence between the ICM and TE lineage would be less pronounced but due to this delayed timing. In agreement with our results, Guo et al. [18] and Giritharan, et al. [12] demonstrated that while ICM and TE from mouse in vivo blastocyst showed many differences in transcriptome, their in vitro counterparts had a muted level of differentiation between ICM and TE. Importantly, a great majority of genes that were found to be misregulated following in vitro culture of bovine embryos were known genes involved in epigenetic regulation of pluripotency and cell differentiation including DNMT1, GADD45, CARM1, ELF5 HDAC8, CCNB1, KDM6A, PRDM9, CDX2, ARID3A, IL6, GADD45A, FGFR2, PPP2R2B, and SMARCA2 [14].

The second interesting and new observation is the discriminative cross-species differences between transcriptional profile of bovine ICM and other species. For example, CDX2 transcripts were detected in both ICM and TE, which disagrees with what is confirmed in human and mouse [5, 19]. This observation is even inconsistent with bovine studies that demonstrated CDX2 exclusive expression in TE by different approaches including immunostaining [7, 20], microarray [7] and RNA-sequencing [6]. However, our result is in agreement with Berg et al. [20] who also showed continuous expression of CDX2 in both tissues in bovine day 7-11 embryos. On the other hand, TEAD4 and GATA4 were exclusively expressed in bovine ICM. 

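The CDX2 probe was above the negative control limit on 8 of 8 channels labelled ICM and on 8 of 8 channels labelled TE. CDX2, a transcription factor gene of the trophectoderm, differed between them by a log2 fold change of 0.48 (SE 0.05, adjusted p = 0.0082 from limma), higher in the RNA labelled ICM on 8 of 8 arrays, a direction opposite to that of the study. By the stricter local background rule it was present only in the RNA labelled ICM. That call rests on an SD taken over all local backgrounds of a channel. With a robust SD, chosen after seeing the data, 43687 of 43794 probes were present with both labels.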

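The brighter of 2 probes for TEAD4, which encodes a transcription factor of the Hippo pathway, and the GATA4 probe were both above the negative control limit on 8 of 8 channels labelled ICM and 8 of 8 labelled TE. TEAD4 had a log2 fold change of 0.00 (SE 0.03, adjusted p = 0.961 from limma) in the RNA labelled ICM over the RNA labelled TE, and its sign turned under several settings, for example -0.03 on the arrays with ICM in Cy3. Its dimmer probe was above that limit on 5 of 8 channels labelled ICM and on 3 of 8 labelled TE. GATA4 had a log2 fold change of -0.21 (SE 0.03, adjusted p = 0.0287) with this sign on 7 of 8 arrays, which did not pass the test. No probe is paired with GATA6 in the annotation used here, and it was not analysed.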

Kuijk et al. [5] detected GATA4 protein in both ICM and TE, and restricted expression of GATA6 in bovine ICM. We also observed exclusive expression of GATA4 transcripts in ICM and expression of GATA6 in both ICM and TE tissues. Although the exact reason of this discrepancy is not understood, it could be due to the time lapse between transcription and translation of mRNA. We measured mRNAs, which may be translated several hours later [21, 22, 23]; therefore, the proteins are probably needed and presented at different times than the mRNAs.

The third new observation was substantial divergence between human, mouse and bovine in signaling pathways involved in early lineage specification. Since the chronological sequence of embryonic events leading to the segregation of ICM from TE is thought to be similar across mammals [24], it is possible that the “timing” and/or the “mode” of interaction between key developmental regulators of early lineage specification rather diverged from the ancestral model. Accordingly, embryos of each species develop unique features that may make them different from closely related species. In line with the “timing” hypothesis, mouse embryos implant very soon after blastocyst formation in embryonic day (ED) 3.5 when the ICM and TE fates become firmly sealed by reciprocal expression of OCT4 and CDX2 in the ICM and TE tissues, respectively [25]. Accordingly, functional repression of OCT4 produces blastocysts lacking a pluripotent ICM because of dominant differentiation of ICM cells into extra-embryonic trophoblast fate, even if CDX2 was ablated in such an embryo [26]. In same way, CDX2^-/-^ mice embryos fail to develop to blastocysts due to the lack of TE integrity and blastocoel collapse [25]. In human embryos that implant later than mouse in ED5, OCT4 is still detected in both ICM and TE tissues at this stage. Moreover, it has been demonstrated that primate ESC is more equivalent to mouse EPI-stem cells, which are driven from post implantation embryos, and is developmentally advanced relative to mouse naive ESC [27]. We also observed that bovine ICM is closer to mouse EPI when looking at pluripotency, signaling and lineage genes. Implantation in bovine, unlike human and mice, occurs with a delay of around 7 days after blastocyst formation [7]. Importantly, by reciprocal exchange of the mouse and bovine OCT4 promoter, Berg et al. [20] provided unequivocal evidence that bovine TE is yet not committed at equivalent stages to the mouse blastocyst. This may explain why bovine embryos depleted from CDX2 mRNA could develop to the blastocyst stage without apparent abnormality in the ICM and TE cell counts [28]. In line with the “mode” of interaction hypothesis, several recent studies demonstrated that developing mammalian embryos have intrinsic differences in their response to a given signal transduction pathway. For example, inhibition of MEK, the nuclear effector of FGF signaling pathway, completely ablates PE formation in mouse embryos, but only partially interferes with PE in bovine embryos, and does not interfere with the PE formation in human embryos [2].

An improved understanding of gene activity that regulates preimplantation development in each species provided clues for improvement of assisted reproduction techniques and for derivation of embryonic stem cells [24, 25]. For example, Khan et al. [29] introduced SOX2 and NANOG, rather than OCT4, as the possible earlier candidates of ICM specification and hence pertinent markers of pluripotent lineage specification in bovine. Harris et al. [24] showed that simultaneous inhibition of the FGF and stimulating the WNT signalings accelerated blastocyst development and increased ICM and TE by counts in bovine. McLean et al. [30] showed that chemical inhibition of FGF and WNT pathways during in vitro culture of bovine embryos specifically promoted a shift from a hypoblast to an epiblast gene expression signature in ICM cells. Using the same treatment of ICM cells isolated from in vitro developed bovine blastocyst, Verma et al. [31] could prime ICM cells for stem cell derivation through sustained expression of SOX2 and NANOG (EPI-markers), while repressing GATA4 (PE-markers) during continuous culture.

There is evidence for a transcriptional switch from pyruvate to glucose dependency during the transition from early-to-late genome activation in several species [24, 32]. However, the contribution made by the ICM and the TE to the overall energy metabolism of intact blastocysts has received relatively little attention [33]. Accordingly, the other interesting point revealed in this study was that totally different metabolic pathways are operating in the ICM and TE tissues in bovine. For example, LDHA, a gene coding for the main enzyme of anaerobic conversion of pyruvate into lactate [34], was downregulated; while TKT1, a gene coding an enzyme that catalyzes the non-oxidative part of the pentose phosphate pathway, and HNF4a were upregulated in ICM, suggesting suppression of glycolysis, but stimulation of the pentose phosphate and tricarboxcy acid cycle shunts in ICM compared to TE. This is also different from the metabolic pathway that is frequently observed in ESCs: the “Warburg effect”, a metabolic shift from mitochondrial oxidation-phosphorylation to glycolysis. 

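LDHA, which encodes a subunit of lactate dehydrogenase, was higher in the RNA labelled ICM, with a log2 fold change of 1.30 (SE 0.04, adjusted p = 0.00126 from limma) and both of its probes past the test. TKT, the transketolase gene, was lower, with a log2 fold change of -1.22 (SE 0.10, adjusted p = 0.00616), also for both of its probes. The directions are opposite to those of the study. Of 23 measured genes of glycolysis and lactate, LDHA and the monocarboxylate transporter gene SLC16A1 (1.07, SE 0.04) were higher, and 3 were lower, LDHB (-0.44, SE 0.04) among them. Of 7 genes of the pentose phosphate pathway, TKT and PGD, which encodes an enzyme of the oxidative part (-0.99, SE 0.07), were lower and TALDO1, which encodes transaldolase (0.67, SE 0.07), was higher. For TALDO1, 1 of 6 probes passed. Of 20 genes of pyruvate dehydrogenase and the citric acid cycle none passed over all probes, and 3 were higher when adjusted over the list alone. As sets, none of these 3 lists was shifted (camera, adjusted p = 0.985 for glycolysis, adjusted p = 0.188 for the pentose phosphate pathway and adjusted p = 0.231 for the citric acid cycle). From the change of LDHA together with those of TKT and HNF4A, the paper proposes that ICM suppresses glycolysis and favours the pentose phosphate and tricarboxylic acid routes.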

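HIF1A, which encodes the oxygen-sensitive subunit of a hypoxia-inducible transcription factor, had a log2 fold change of 0.30 (SE 0.09, adjusted p = 0.133 from limma) in the RNA labelled ICM over the RNA labelled TE, with this sign on 7 of 8 arrays, and none of its 3 probes passed the test. PDGFC, a growth factor gene, had one of -0.11 (SE 0.07, adjusted p = 0.51), and the probe this value comes from, the brightest of 3, was above the negative control limit on 1 of 8 channels labelled ICM and on 4 of 8 labelled TE, the other 2 on none. Neither gene differed by more than the test could separate from the spread of the 4 pool pairs.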

Further confirmation on different metabolic pathways in ICM and ESC comes from the observation that PDGFC and HIF1a, which contribute to the expression of LDHA [35] and promote anaerobic glycolysis in tumor cells [36, 37], were downregulated in bovine ICM cells. Our conclusion that different metabolic pathways are operating in bovine ICM and TE is consistent with the study of Houghton et al. [33] on metabolic profiling of mouse ICM and TE. Genes involved in cholesterol metabolism (HSD3B1, HSD17B1, and FDX1), estrogen biosynthesis (CYP11A1, CYP19A1), and lipid metabolism (PTGES) were all upregulated in TE, which is in agreement with Assou et al. [32] who suggested a central role of these steroidogenic enzymes in the steroid biosynthesis and metabolism of TE. Thus, one may argue that bovine (in this study) and human TE [32] are steroidogenically active tissues similar to the brain, heart, gonads, endometrium, and placenta [38, 39].

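HSD3B1, which encodes a 3-beta-hydroxysteroid dehydrogenase (log2 fold change 1.45, SE 0.07, adjusted p = 0.00228 from limma), FDX1, which encodes an electron donor to mitochondrial P450 enzymes (0.88, SE 0.07, adjusted p = 0.00533), and CYP11A1, the gene of the cholesterol side-chain cleavage enzyme (0.85, SE 0.05, adjusted p = 0.00325), were higher in the RNA labelled ICM, the opposite of the direction in the study. CYP19A1, the aromatase gene, had a log2 fold change of 0.49 (adjusted p = 0.0126) and PTGES, a prostaglandin E synthase gene, one of 0.27 (adjusted p = 0.0523), so neither passed. With the pool pair as a block the adjusted p was 0.000213 and 0.00719, in a fit that takes the arrays almost as 8 replicates. With a dye term added PTGES did not pass (adjusted p = 0.0253). HSD17B1 was not well above background in any channel of either label and is given no fold. In a list of 20 genes of steroidogenesis, 5 were higher and none was lower, the others being STAR, which encodes the mitochondrial cholesterol carrier (1.47, SE 0.09), and SRD5A3 (1.37, SE 0.07). The list was fixed before the data were examined but after the paper had been read. It holds HSD3B1, FDX1 and CYP11A1, which the paper names from these arrays, so it is not independent evidence. Of 13 genes of prostaglandin synthesis 3 were higher and none was lower, namely PTGS2, which encodes cyclooxygenase 2 (1.53, SE 0.06), PLA2G4A (1.04, SE 0.06) and AKR1B1 (1.23, SE 0.08). Both lists were shifted upwards (camera, adjusted p = 0.000947 and adjusted p = 0.000594), but not with an estimated correlation (adjusted p = 0.326 for each); steroidogenesis had an adjusted p of 0.0586 on the arrays with ICM in Cy5. Adjusted over each list alone, 9 genes of steroidogenesis were higher and 2 were lower, and 5 of prostaglandin synthesis were higher.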

Epigenetic reprogramming is highly dynamic during embryogenesis, particularly during the first lineage commitment [59]. Human ICM has been recognized hypomethylated [40]. Mouse ICM has been reported hypomethylated just before the onset of de novo methylation [41], although de novo methylation is specifically observed in the mouse ICM but not TE [42]. Bovine ICM was also reported hypomethylated [43, 44] which is consistent with our microarray results. On the other hand, DNMT3A is specifically expressed in EPI and ESC cells in the mouse [45]. DNMT3A and DNMT3B are both enriched in human ESC [40] and human ICM [1]. In bovine, however, we observed that DNMT3A and DNMT3B were upregulated in TE by 2.2 fold compared to ICM (Fig. 3). 

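As folds, DNMT3A was 2.07 times and DNMT3B was 2.14 times as high in the RNA labelled ICM as in the RNA labelled TE, in a direction opposite to that of the study, and both had this sign on 8 of 8 arrays. Over the 4 pool pairs the SD of the log2 fold change was 0.259 for DNMT3A and 0.205 for DNMT3B. In pool pair 1, DNMT3A had a log2 fold change of 1.43, against 0.86 to 0.95 in the other 3 pairs.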

Notably, the expression of TET1 and TET2, which are critical modulators of DNA demethylation in ESC, was not different between bovine ICM and TE, whereas they are highly expressed in mouse ICM and ESCs [14]. 

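TET2, which encodes a 5-methylcytosine dioxygenase, had a log2 fold change of -0.03 (SE 0.03, adjusted p = 0.716 from limma) in the RNA labelled ICM over the RNA labelled TE. The probe was above the negative control limit on 1 of 8 channels labelled ICM and on 2 of 8 labelled TE, so that a difference would have been hard to detect at this signal. The sign turned with the mean of its 3 probes (0.01) and with the probe of smallest p (0.04). No probe is paired with TET1 in the annotation used here, and it was not analysed.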

We deduced that these species-specific differences in expression of DNMT3A and DNMT3B and TET1 and TET2 may provide clues for epigenetic engineering of bovine ICM toward ESC derivation. Investigation of the epigenomes of bovine ICM and TE is required to achieve this goal.

## Conclusion

This study provided a standard to evaluate the in vitro imprint on the transcriptome. Using this standard, we showed that the ICM vs. TE transcriptional difference reduces following in vitro culture of bovine embryos. We also showed that mouse and human ICMs are separated from bovine ICM at the transcriptome level. These results provided better understanding of the cross-species differences that allow in vitro acquisition of pluripotent ICM in human and mice but hinder that process in bovine.

## Methods

All reagents were obtained from Sigma-Aldrich (St-Louis, MO, USA) unless otherwise specified.

### In vivo embryo production and embryo collection

Animals were cared for according to the recommended code of practice following the guidelines of the Canadian Council on Animal Care (1993). Production of in vivo embryos was carried out using 26 superovulated Holstein cows and semen prepared from seven bulls as described previously [46]. The content of the dominant follicles (>6 mm) was aspirated using an ultrasound guided system 36–48 h before the first FSH injection; this was any time between day 6 and day 12 of the estrous cycle. A total of 320 mg p-FSH (Folltropin; Bioniche Animal Health, Montréal, Quebec, Canada) was given in eight IM injections of decreasing concentrations over a 5-day period. A prostaglandin injection (500 μg Estrumate; Schering, Montréal, Quebec, Canada) was given to induce luteolysis of the corpus luteum at the eighth p-FSH injection. Another prostaglandin injection was given 12 h after the first one. The cows were inseminated with frozen semen 12 and 24 h after the first signs of estrus. The embryos were recovered at day 7.5 post insemination by flushing the uterine horns with phosphate buffer saline (PBS). Blastocysts of good morphological quality were washed twice in PBS, and transported to the laboratory for ICM and TE separation. The superovulation treatment resulted in 4.9 ± 0.9 ovulations per cow and 2.0 ± 0.4 embryos recovered per flush. A total of 277 embryos were retrieved by flushing at day 7.5 post insemination. Of these, 174 were expanded blastocysts of good quality. Four separate pools of ICM and TE tissues were obtained using these selected blastocysts (Additional file 1: Table S1). Each pool was used for one microarray replicate.

### Preparation of ICM and TE

Good quality expanded blastocysts were used for ICM and TE separation. In brief, blastocysts were first incubated in acid Tyrode’s for one min to digest the zona pellucida followed by washing and incubating in PBS to dilute and stop the reaction. Tissues were isolated by microsurgery and immunosurgery. In brief, blastocysts were first cut into pure TE and ICM-TE halves with a micro scalpel (Bioniche, Ultra Sharp Splitting blades, ESE020). The ICM-TE fragments were incubated in Dulbecco’s modified eagle medium (DMEM; Gibco 11885-076, USA) containing rabbit anti-bovine whole serum (Sigma B8270) in a ratio of 1:15 at 38.5 °C for 1 h followed by repeated washings in PBS. Samples were then incubated in DMEM containing 1/5 (V/V) of guinea pig complement (Rockland, C300-0010) for 45 min at 38.5 °C to lyse TE cells and retrieve pure ICM. Isolated ICM and TE tissues were washed in nuclease-free PBS and stored at −80 °C until use.

### RNA isolation, amplification, and microarray hybridization

The whole process of microarray analysis was as described previously [34]. Total RNA from each replicate of pooled ICM and TE was extracted and purified using the PicoPure RNA Isolation Kit (Life Science). After DNase digestion (Qiagen), the quality and concentration of the extracted RNA were analyzed by bioanalyzer (Agilent). All extracted samples were of good quality, with an RNA integrity number ≥7.0.

Purified total RNA was amplified by in vitro transcription by T7 RNA amplification using the RiboAmp HS^Plus^ RNA Amplification Kit (Life Science), and labeled with Cy3 and Cy5 using the ULS Fluorescent Labeling Kit (Kreatech). Antisense RNA (825 ng per replicate) was hybridized on Agilent-manufactured EmbryoGENE® slides [13] in a two-color dye-swap design. The microarray chip used, EmbryoGENE®, covers almost all of the bovine pre-attachment transcriptome and hence allows the analysis of most forms of gene expression in bovine blastocysts.

After 17 h of hybridization at 65 °C, microarray slides were washed for 1 min in gene expression wash buffer 1 (RT), 3 min in gene expression wash buffer 2 (42 °C), 10 s in 100 % acetonitrile (RT) and 30 s in Stabilization and Drying Solution (Agilent). Slides were scanned with a Power Scanner (Tecan), and features extraction was done with Array-pro6.3 (Media Cybernetics). Intensity files were analyzed with FlexArray 1.6.1 (Michal Blazejczyk, Mathieu Miron, Robert Nadon (2007), FlexArray: statistical data analysis software for gene expression microarrays. Genome Quebec, Montreal, Canada, URL:http://genomequebec.mcgill.ca/FlexArray). Specifically, raw data were corrected by background subtraction, and then normalized within and between each array (Loess and quantile, respectively). Statistical comparison of the treatments was done with the Limma algorithm. Transcripts with a false discovery rate (FDR) of 20 %, a fold change >2.0, and a *p*-value <0.01 were considered differentially expressed. The data discussed in this publication were deposited in NCBI's Gene Expression Omnibus and are accessible through GEO Series accession number (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE75555.

#### Quantitative RT-PCR

Validation of microarray results was done by quantitative real-time PCR (RT-qPCR). Total RNA from independent samples (three replicates for each condition) was reverse transcribed using oligo-dT primers and the qScript Flex cDNA Synthesis Kit (Quanta Biosciences). Specific primers for each selected gene were designed using PrimerQuest (Integrated DNA Technologies) and qPCR was performed with the LightCycler 480 SYBR Green I Master and the LightCycler 480 System (Roche). A standard curve constituted of five points of the PCR product for each primer pair, diluted from 1 pg to 0.1 fg, was used for real-time quantification of PCR output. Data were normalized with the GeNORM normalization factor from the expression values of three reference genes. Primer sequences, product sizes, annealing temperatures, and accession numbers are provided in Additional file 1: Table S7.

#### Functional analysis of differential gene expression profiles

The ingenuity Pathways Analysis (IPA; Ingenuity Systems, www.ingenuity.com) software was used to group overrepresented functions of differentially expressed genes into clusters. Moreover, IPA was queried to compile canonical pathways, as well as gene regulatory networks that were differentially expressed between treatments. We used IPA to build schematic representations of important pathways in ICM and TE.

## Additional file

Additional file 1
**Table S1.** Embryo recovery data. Detail information of in vivo embryo production and ICM/TE immunosurgery. Table S2. Differentially regulated gens. List of genes differentially expressed between ICM and TE of in vivo-derived blastocysts (FDR 2, *P* ≤ 0.01, FC ≥2). Table S3. ICM/TE predominant gene list. Breakdown of genes exclusively expressed in ICM and TE after filtering data against background genes. Table S4. Epigenetic landscape of ICM transcriptome. Transcriptional profile of epigenetic genes expressed in ICM compared to TE in bovine. Table S5. Effect of in vitro culture on transcriptional profile of ICM and TE. Comparison between transcriptome data of bovine ICM and TE obtained from in vivo (This study) and in vitro (Ozawa et al. [19], and Nagomoto et al. [20]) studies. Table S6. Comparative transcriptional profile of pluripotency related genes between human, mouse and bovine. Expression profile of genes with similar identity between a human [16] study and a mouse study [14] were compared with this study. Table S7. RT-qPCR primers. Sequences (5’–3’) of reverse transcription qRT-PCR-specific primers of candidate genes expressed in bovine embryos.

## Abbreviations

ICM: inner cell mass
TE: trophectoderm
ESC: embryonic stem cells
PSC: pluripotent stem cells
IPA: Ingenuity Pathways Analysis
PCA: principal component analysis
5mC: 5 methyl cytosine
5hmC: 5 hydroxymethyl cytosine
5fmC: 5 formylmethyl cytosine
DEG: differentially expressed genes
RT-qPCR: quantitative real-time polymerase chain reaction
PBS: phosphate buffer saline
RT: room temperature

How the deposited data were processed for this re-analysis (not part of the article)

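Inner cell mass (ICM) and trophectoderm (TE) of bovine blastocysts were compared on 8 two-color arrays that hold 4 pairs of pools in both dye orientations. The authors separated the tissues by microsurgery and immunosurgery, amplified the RNA by in vitro transcription, labelled it with Cy3 and Cy5, scanned the slides and extracted the features with Array-pro. The authors deposited the scanner output of each array, whose values are raw spot intensity and local background intensity in both channels, without background correction or normalization. They also deposited a table of normalized log2 ratios, which the methods describe as background-subtracted and normalized by loess within and quantile between arrays; the submitters' processing notes name limma. The scale, centring and direction of that table are not stated. Against the scanner files each column correlated with log2 of Cy5 over Cy3 (r across probes from 0.730 to 0.856), and the column medians were -0.0257 to 0.00451, so it was read as log2 of Cy5 over Cy3 centred near 0 and used only as an alternative.

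Spots that the extraction software marked as ignored (at most 47 on an array) were left out, and control spots had weight 0 in loess. The intensities were background-corrected by normexp with an offset of 50, normalized by loess within and by Aquantile between arrays, turned to log2 of the channel labelled ICM over the channel labelled TE by the dyes in the labels, and averaged over the 2 arrays of each pool pair. The means of the 4 pool pairs were tested against 0 with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over 43794 probes. Probes were called at an adjusted p at or under 0.01 and a fold of at least 2; genes are called higher or lower on the adjusted p alone. A gene is represented by its probe of highest mean intensity, and 3 genes had probes that passed in both directions. For some named genes with several probes only part of these passed. Examples are 1 of 3 probes for PTGS2, TGFBR3, GAB1, ELF1, ARID3A and CYP51A1, and 1 of 4 for HMGCS1. Symbols come from the annotation of the array's platform, which pairs 21790 probes with 1 symbol, none with several, and leaves 22004 unnamed. List members missing under their symbol were looked up by synonym in a gene table of assembly ARS-UCD2.0.

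The direction given by the labels is opposite to that of the study for most of the values compared, and the text therefore speaks of the RNA labelled ICM and the RNA labelled TE. A probe was taken as well above background on a channel when its raw signal exceeded the mean of 153 negative control spots by 2 SD, a limit chosen after seeing that local backgrounds lie below the negative controls. Between 48.2% and 65.6% of the probes exceeded it per channel. A gene with no probe above it on any channel is given no fold. The dimmer a probe, the more the offset shrinks its fold.

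Gene lists and the choice of genes to name were fixed before the data were examined, apart from what the paper and its tables show, which had been read. Named are genes that the paper names, from the other lists up to 6 members of smallest p in each direction (for a list with no call, the 2 of smallest p), and the 12 genes with a symbol of largest log2 fold change in each direction among those past the adjusted p with one sign on all 8 arrays. A gene that this rule names is not reported here. Which of these genes and lists the text reports was chosen after their values were seen. Lists were tested with camera at a preset correlation of 0.01 and at an estimated correlation, adjusted over all lists. Of the lists tested, 26 passed an adjusted p of 0.05 with the preset correlation and none with the estimated one, where the smallest adjusted p was 0.226.

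The replicate numbers in the labels mark pool pairs. Deviations from the mean of each dye orientation correlated across probes between the 2 arrays of one number with r = 0.839, 0.656, 0.552 and 0.554, against -0.548 to 0.158 between different numbers, so the numbers pair the arrays. The log ratios of different arrays, turned by their labels, correlated with r between 0.498 and 0.822 across probes, which are not independent replicates.

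The steps were tested on simulated arrays of 43794 probes with 200 changed ones for the comparison of the 2 labels, beside a list with a smaller shift that these rates leave out. Of probes brighter than the median, 88.4% of those changed 4-fold and 52.1% of those changed 2-fold passed the adjusted p, with a median estimated log2 fold change of 1.47 and 0.84; of dimmer probes 8.77% and 0% passed. No unchanged probe passed and no changed probe passed with the wrong sign. In this simulation the steps thus missed most changes of dim probes and understated folds. Fewer probes were changed there than the 1433 that passed the adjusted p in the real data. The spread between pools was also shuffled over the probes, so the rates do not carry over to the real arrays. The limit for passing this test was set after its outcome was seen: a limit on the correlation with the true values, one on all probes above the median and one on a narrower bright set failed in turn, and only a limit on the brightest probes was met. The simulation had also been changed once, since a first form without additive background gave estimates that were too large.

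Alternatives were background subtraction, no background correction, an offset of 0, median centring, quantile or no normalization between arrays (the latter leaves log ratios as they are), 8 arrays without or with the pool pair as a block and with a dye term, each dye orientation alone, present probes only, the deposited log2 ratios, each replicate left out, other thresholds, other rules for the probe of a gene and for presence, and, chosen after seeing the data, a filter on the negative controls, a robust SD for presence, the tissue names exchanged, and 6 combinations of thresholds and inputs tried with the count of the study in view. Gene ontology terms and the pathways of a commercial database were not analysed here, nor were the in vitro, mouse and human data, the RT-qPCR and the chromosomal distribution.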

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

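The tests of the tissue names, of the incubation and of the sign turns were chosen after the result was seen; the others were set before. The 3 gene lists described here were picked after their values were seen among lists fixed before, because the paper does not discuss them as groups.

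Most signs lay opposite to those of the study. Of the genes past the adjusted p in the trophoblast and epiblast lists, 18 of 18 lay on the side of the other tissue, and of all measured 25 of 31 and 20 of 23 did, while 2 trophoblast genes passed as lower when adjusted over the list alone. NANOG, a gene of these lists, raised the question, so the counts are not fully separate evidence on its cause. The tissue of a marker is known apart from this study, so the 18 called genes argue against the channel labels, for those genes. Of all measured, 6 trophoblast and 3 epiblast genes lay on the labelled side. The share on the side of the other tissue, 83.3%, was below what the test of exchanged names asked for. That test thus stayed undecided. An exchange on some arrays only is argued against by the lowest correlation between 2 arrays turned by their labels, 0.498. By the intensities alone, without marker knowledge or RT-qPCR, an exchange of the names on all 8 arrays cannot be told apart from correct labels. Both readings give the same values with the sign turned. The study's RT-qPCR, which uses no array channels, ran the other way for 7 of 7 genes in which it found a difference. The RT-qPCR values argue against the channel labels as deposited, for the genes they cover. Folds of the study's Tables S4, S2 and S6, the latter 2 held in part, correlated with those here with r = -0.895, -0.817 and -0.901. These folds come from the same arrays, so they show only that the study assigned the channels the other way. Where an exchange would have arisen was not tested.

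Of 38 measured immediate early genes, 6 passed the adjusted p of 0.01 from limma, all lower in the RNA labelled ICM, among them DUSP1 with a log2 fold change of -1.29, ATF3 with -1.51 and ZFP36 with -1.26, and 32 did not pass. The median of the list was -0.558, and with an estimated correlation the list did not pass (camera, adjusted p = 0.337). A single pool pair is argued against, since the highest of the 4 list medians was -0.392, in pool pair 3. Of 24 heat shock genes 19 had a negative sign too, and 1 passed. Incubation of the ICM with antibody and complement could raise such genes in one tissue, and it cannot be told apart from a difference between the tissues, because every ICM pool was incubated and the tissue names are in doubt.

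Of 64 measured genes of cytosolic ribosomal proteins 8 passed, all lower too, RPL7A with a log2 fold change of -1.05 and RPLP1 with -0.70, and 64 of 64 had a negative sign, 44 on the arrays with ICM in Cy5. A shift shared by spots of like brightness is argued against: the list median of -0.477 was reached by 0% of 10000 random lists matched on brightness, whose medians lay between -0.113 and 0.0723 in the central 95%. Loess as the cause is argued against by a list median of -0.411 with median centring. With an estimated correlation the list did not pass (camera, adjusted p = 0.370), and a difference between the tissues remains an untested hypothesis that may account for it.

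Of 20 measured genes of cholesterol synthesis, 6 were higher in the RNA labelled ICM past the adjusted p of 0.01, among them CYP51A1 with a log2 fold change of 1.58, HMGCS1 with 1.32, NSDHL with 1.13 and FDFT1 with 1.07, and the other 14 did not pass. The list passed with the preset correlation (camera, adjusted p = 7.06e-08) and not with an estimated one (adjusted p = 0.337).

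For 9 of 128 genes named in the text, 1 of the 4 pool pairs lay far from the other 3 by Dixon's limit, where chance gives about 1 in 20. Pool pair 1 stood apart for STMN1 (-3.02), ABCA3 (2.18), DNMT3A (1.43), EED (-0.879), PCNA (-1.16) and PRDM14 (-1.67), and pool pair 2 for HERC5 (-2.30), CREBBP (-0.439) and VEGFB (0.735).

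The signs of the 4 pool pairs can be turned in 8 ways, too few for a share under 0.05. As labelled, 458 probes passed both limits and 1433 the adjusted p alone; 1 of 8 ways gave as many, and the highest of the others gave 0.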

How the results depend on the processing

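Alternatives chosen after seeing the data are the negative control filter, the robust SD, the exchanged tissue names and the 6 combinations named last. All 458 called probes kept their sign in every fit. Of 128 named genes, none turned sign with another background, quantile normalization over all channels or another model of the 8 arrays. Leaving out Aquantile tests nothing, since it keeps the log ratios. HSD17B1, near background on every channel, has no fold and was left out. Median signals of 1.17 to 1.41 times the negative controls limit what dim probes can show. Where a count moved, the cause was not tested, except that a left-out pool pair leaves 3.

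Called probes were 774 with plain background subtraction (469 higher and 305 lower in the RNA labelled ICM), 626 with no background correction (234 lower), and 1 with median centring (0 higher, 1 lower, 1 at the adjusted p alone). With 8 arrays they were 735 (351 lower, 5415 at the adjusted p) without a replicate block, 735 (351 lower, 5315) with the pool pair as replicate block and 712 (328 lower, 4530) with block and dye term. Lower were 238 on the arrays with ICM in Cy5. Present probes only gave 722 (338 lower, 3598 at the adjusted p), and the deposited log2 ratios 1235 (609 higher, 626 lower, 4029). The negative control filter gave 246 lower and 2212 at the adjusted p. Leaving out one replicate gave 0 to 326 called, 0 to 221 higher, 0 to 105 lower and 0 to 826 at the adjusted p. Unadjusted p under 0.05 from limma held for 9027, 8348, 8726 and 9318 probes without replicate 1, 2, 3 and 4.

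Among thresholds, those of the methods section gave 706 (322 lower), an adjusted p of 0.02 gave 247 lower and one of 0.05 gave 302 lower, and a fold of 1.5 gave 991 (643 higher, 348 lower). Presence in the RNA labelled ICM only and TE only was 4624 and 212 with 6 of 8 channels, 106 and 3 with 1 channel (43683 in both), 67 and 13 with a robust SD (43687 in both), and 1915 in TE only with the negative controls (23728 in both).

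Epigenetic regulators higher and lower were 0 and 0 with median centring, 5 and 20 with 8 arrays without or with the replicate block, 5 and 17 with block and dye term and 5 and 16 with the deposited log2 ratios. None was higher (0) on the arrays with ICM in Cy5, 1 was lower on those with ICM in Cy3, 17 with present probes only and 8 with the negative control filter; leaving out one replicate gave 0 to 2 of each. With the tissue names exchanged the counts were 154 and 304, and 5 and 3.

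Signs turned, all without a call, for DNMT1 (0.0963) on the arrays with ICM in Cy5, for TEAD4 on those with ICM in Cy3 (-0.0283), with the deposited log2 ratios (-0.0306) and without replicate 2 or 3 (range of the left-out replicates -0.00913 to 0.0274), and for TET2 with the probe of smallest p (0.0367) and the mean of the probes (0.0107). With the pool pair as replicate block, 20 named genes gained and 2 lost a call, while 95 lost it with median centring, 31 without replicate 1, 96 each without replicate 2, 3 or 4, 22 on the arrays with ICM in Cy3 and 15 on those with ICM in Cy5. Under the block KRT8 had an adjusted p of 0.0875, the list of mesenchymal genes one of 0.212, and no other gene set call changed.

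The 6 combinations gave, at the limits of the methods section, 1072 (561 higher, 511 lower) with plain subtraction, 1278 (616, 662) with the deposited log2 ratios, and with 8 arrays as replicates 1142 (562, 580) and 1278 (613, 665); at a fold of 1.5 with 8 arrays, 3347 (1721, 1626) and 3939 (1958, 1981).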

Differences from the paper's values

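The paper gives its folds as ICM over TE, and the labels give the opposite direction. The comparison is therefore made with the direction here turned to that of the paper, and the value by the labels is named where it is another number. The alternatives named were set before the data were examined unless stated otherwise.

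At an adjusted p at or under 0.01 and a fold of at least 2, the limits the paper gives beside its count, the paper has 4689 differentially expressed probes (12.6% of its probes) and 458 (1.046% of 43794) passed here. In its results text it has 2309 probes higher in ICM, against 154 here (304 by the labels), and 2380 lower, against 304 here (154 by the labels). Its abstract gives the counts of higher and lower probes the other way round. No alternative brought these 4 values within 1.5 times those of the paper, among them the limits of its methods section, with 706 probes. Of 6 combinations tried after seeing the values, with the count of the paper in view, none reached it. At a fold of 1.5, looser than the limit the paper states, the 8 arrays were taken as replicates. There 3939 probes passed on the deposited log2 ratios and 3347 with plain background subtraction. Both are within 1.5 times of 4689, and the other 4 gave 1072 to 1278. The part of Table S2 held here, the paper's list for its count, also holds entries under a fold of 2. Among them are log2 folds of 0.64 for IRF1 and 0.67 for SMAD6. The limit behind 4689 may thus be looser than the one stated, so 458 and 4689 may not share a limit. How many of the paper's own probes these combinations drop was not counted, since its list was held in part.

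The paper has 33402 probes present in both tissues, 89.7% of its probes, and 12267, 28.01%, were so here. The probe sets differ: the paper counts fewer probes than the 43794 here. It gives no class present in neither tissue, into which 29855 fell here. A signal above the limit on at least 1 channel brought both values within 1.5 times, and the negative control limit brought the count alone, while the limits of 6 of 8 channels and of 3 SD did not. A robust SD, chosen after seeing the values, gave 43687 probes and 99.8%, also within 1.5 times of both. The counts with 1 channel and with a robust SD exceed the number of all probes in the paper, so their nearness says little. The paper has 2593 probes present in TE only, against 759 here (913 by the labels), and no alternative came within 1.5 times in the direction of the paper; the negative control limit gave 766 there and 1915 by the labels, the latter within 1.5 times.

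Of the epigenetic regulators, the paper has 11 higher in ICM, against 5 here (3 by the labels), and among the alternatives set before only the deposited log2 ratios came within 1.5 times, with 16. The negative control filter, chosen after seeing the values, also did, with 8. Of the 11 genes that the paper names, 3 passed with this filter and 8 did not, against 1 that passed without it. The paper has 6 higher in TE, against 3 here (5 by the labels). With the 8 arrays fitted under any of the 3 models, and with the deposited log2 ratios, 5 were found. Present probes only and the probe of smallest p also came within 1.5 times, and the other alternatives did not. Of the 5 genes set beside the paper's 11, only MBD4 is among them, so near counts do not mean the same genes. The paper's genes also hold log2 folds of 0.39 for HELLS and -0.43 for KDM4B, so they were not cut at a fold of 2.

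Of 74 genes named here with a fold in Tables S2, S4 and S6 of the paper, of which S2 and S6 were held in part, 33 differed by more than the SD over the 4 pool pairs or in sign. Both folds come from the same arrays, so this SD is not the error of their difference. It flags small gaps where pools lie close, as for SETD1A. It passes larger gaps where pools scatter, as for STAT3 (1.35 in the paper, 1.04 here). Within the error means below only within this SD. The values are log2 fold changes, the paper's as the median of its entries where a gene has several. The paper's fold was larger in size for 29 of them. BTG2 (2.28 in the paper, 2.03 here), CDX2 (-0.77 in the paper, -0.48 here), CLDN10 (1.56 in the paper, 1.27 here), DUSP1 (1.40 in the paper, 1.29 here), IRF1 (0.64 in the paper, 0.40 here), SETD1A (0.50 in the paper, 0.42 here), SOX2 (0.84 in the paper, 0.45 here) and ZFP36 (1.55 in the paper, 1.26 here) came within the error with plain background subtraction and the deposited log2 ratios, and not with the other alternatives. CYP19A1 (-1.11 in the paper, -0.49 here), IFITM2 (1.66 in the paper, 0.99 here), IL1A (2.56 in the paper, 1.97 here) and KDM2B (0.57 in the paper, 0.22 here) came within the error with the deposited log2 ratios, and not with the other alternatives. CD68 (2.05 in the paper, 1.55 here), PRDM14 (1.64 in the paper, 1.24 here) and SELP (2.71 in the paper, 2.23 here) came within the error with plain background subtraction, no background correction, an offset of 0 and the deposited log2 ratios, and not with the other alternatives. ARID3A (-0.94 in the paper, -0.79 here) and INHBA (0.76 in the paper, 0.47 here) came within the error with plain background subtraction, no background correction and the deposited log2 ratios, and not with the other alternatives. MYST2 (-0.12 in the paper, 1.16 here) came within the error with no alternative. RPL13 (0.76 in the paper, 0.66 here) came within the error with the arrays with ICM in Cy3, and not with the other alternatives. CREBBP (0.88 in the paper, 0.64 here) came within the error with the arrays with ICM in Cy3 and the deposited log2 ratios, and not with the other alternatives. HNF4A (1.84 in the paper, 2.74 here) came within the error with the arrays with ICM in Cy3 and without replicate 4, and not with the other alternatives. HDAC6 (-0.63 in the paper, -0.36 here) came within the error with the arrays with ICM in Cy5 and the deposited log2 ratios, and not with the other alternatives. DNMT3A (-1.45 in the paper, -1.05 here) came within the error with the arrays with ICM in Cy5, the deposited log2 ratios and the probe of smallest p, and not with the other alternatives. CGN (-1.03 in the paper, -0.88 here) came within the error with plain background subtraction, median centring, the arrays with ICM in Cy5 and the deposited log2 ratios, and not with the other alternatives. KDM4B (-0.43 in the paper, -0.16 here) came within the error with plain background subtraction, median centring, the deposited log2 ratios, without replicate 3 and the probe of smallest p, and not with the other alternatives. EGR1 (2.35 in the paper, 1.68 here) came within the error with plain background subtraction, no background correction, an offset of 0, the arrays with ICM in Cy3, the deposited log2 ratios and without replicate 3, and not with the other alternatives. ANXA3 (-1.67 in the paper, -1.47 here) came within the error with plain background subtraction, no background correction, an offset of 0, median centring, the arrays with ICM in Cy5, the deposited log2 ratios and without replicate 4, and not with the other alternatives. PRDM9 (0.69 in the paper, 0.48 here) came within the error with plain background subtraction, no background correction, an offset of 0, the deposited log2 ratios and without replicate 2, and not with the other alternatives. OTX2 (1.94 in the paper, 1.52 here) came within the error with plain background subtraction, no background correction, an offset of 0, the deposited log2 ratios, without replicate 2 and without replicate 3, and not with the other alternatives. SMAD6 (0.67 in the paper, 0.58 here) came within the error with plain background subtraction, no background correction, an offset of 0, the deposited log2 ratios and without replicate 3, and not with the other alternatives. MBD4 (0.79 in the paper, 0.59 here) came within the error with plain background subtraction, an offset of 0 and the deposited log2 ratios, and not with the other alternatives. CBX3 (0.23 in the paper, 0.47 here) came within the error with quantile normalization over all channels and the mean of the probes, and not with the other alternatives. AHCYL2 (1.21 in the paper, 2.07 here) came within the error with the probe of smallest p and the mean of the probes, and not with the other alternatives. MYST2 has opposite signs in the 2 sources; the paper's Table S4 lists it slightly lower in ICM, and its Table S2 lists it with the opposite sign.

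Direction is the widest disagreement: by the labels, NANOG, STMN1, EGR1 and PLK2 were lower and ANXA3, PTPN5 and GATA2 higher in the RNA labelled ICM, where the paper states the reverse for all 7. The paper also states HNF4A, EGR1 and PLK2 as changed on its arrays, and these missed the adjusted p of 0.01 here (0.0102, 0.0193 and 0.0117). Each met the looser limits of the paper's methods section, with an unadjusted p from limma of 0.00034, 0.00115 and 0.000454. Their folds were 6.67, 3.21 and 7.79. Among genes that the paper states as changed, and that missed the adjusted p of 0.01 here, 14 passed under other settings. HNF4A, PLK2, EGR1, SMARCA4, PRDM9, KDM6A and CYP19A1 passed with plain background subtraction. HNF4A, PLK2, EGR1, SMARCA4, PRDM9 and CYP19A1 passed with no background correction. HNF4A, PLK2, SMARCA4 and CYP19A1 passed with an offset of 0. HNF4A, EGR1, SMARCA4 and PRDM9 passed with quantile normalization over all channels. HNF4A, PLK2, EGR1, SMARCA4, PRDM9, KDM6A, HELLS, EED, HDAC8, HDAC2, CYP19A1 and PTGES passed with the 8 arrays without a block and the 8 arrays with the pool pair as a block. These fits take the arrays as 8 replicates or nearly so. HNF4A, PLK2, EGR1, SMARCA4, KDM6A, EED, HDAC8, HDAC2, HDAC6 and CYP19A1 passed with the 8 arrays with block and dye term. HNF4A, EGR1 and SMARCA4 passed with the arrays with ICM in Cy5. HNF4A, PLK2, EGR1, SMARCA4, PRDM9, KDM6A, EED, HDAC8, HDAC2 and CYP19A1 passed with present probes only. HNF4A, PLK2, EGR1, PRDM9, KDM6A, EED, KDM2B, HDAC8, HDAC2, HDAC6, CYP19A1 and PTGES passed with the deposited log2 ratios. PLK2 and EED passed without replicate 1. HNF4A, PLK2, SMARCA4 and EED passed with the mean of the probes. HNF4A, PLK2, EGR1, SMARCA4, EED and CYP19A1 passed with the negative control filter, chosen after seeing the values. KDM3A, KDM4B, KDM4C and KDM5A, also stated as changed, passed under no alternative. HSD17B1, stated as higher in TE, was near background with both labels. HIF1A and PDGFC, stated as lower in ICM, did not pass here or under any alternative. TEAD4 and GATA4, stated as expressed in ICM alone, were above the negative control limit on all 8 channels of both labels, TEAD4 by the brighter of its 2 probes, the dimmer passing on 5 channels labelled ICM and 3 labelled TE. By the rule of Fig. 2b both TEAD4 probes were present in neither label and the GATA4 probe in both, calls that rest on the SD taken over the local backgrounds.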

Other observations

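Of 33 measured genes of epithelial junctions and polarity, 4 were higher and 1 was lower in the RNA labelled ICM at an adjusted p at or under 0.01 from limma, and 28 did not pass. As a set they were shifted upwards with the preset correlation (camera, adjusted p = 0.000574) and not with an estimated one (adjusted p = 0.370). DSP, which encodes desmoplakin, had a log2 fold change of 1.55 (SE 0.16), CLDN4 one of 1.15 (SE 0.08), TJP3 one of 1.04 (SE 0.05) and CGN, which encodes cingulin, one of 0.88 (SE 0.05), while CLDN10 had one of -1.27 (SE 0.07), each with one sign on 8 of 8 arrays. Of 25 genes of the interferon response 3 were lower and none was higher, IFITM3 (-1.89, SE 0.17) and IFITM2 (-0.99, SE 0.05) beside HERC5.

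Of 25 hypoblast genes, DAB2 was higher (1.37, SE 0.08) and COL4A1 lower (-0.79, SE 0.04). Markers of cells that the samples could hold beside the embryo moved little: of 18 blood cell genes only CD68 was lower (-1.55, SE 0.15), and of 11 genes of cumulus and granulosa cells and 11 of oviduct and endometrial epithelium none passed. Of 17 oocyte and maternal transcripts, DPPA3 alone was lower, a gene that the epiblast list also holds. Of 24 heat shock genes 19 had a negative sign and only HSPA4 passed (-0.41, SE 0.03). The mean of the list was -0.51 and its median was -0.228. The set passed with the preset correlation (camera, adjusted p = 0.00261) and not with an estimated one (adjusted p = 0.454).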
